# Transcriptomic Analysis Comparing Tumor-Associated Neutrophils with Granulocytic Myeloid-Derived Suppressor Cells and Normal Neutrophils

**DOI:** 10.1371/journal.pone.0031524

**Published:** 2012-02-14

**Authors:** Zvi G. Fridlender, Jing Sun, Inbal Mishalian, Sunil Singhal, Guanjun Cheng, Veena Kapoor, Wenhwai Horng, Gil Fridlender, Rachel Bayuh, G. Scott Worthen, Steven M. Albelda

## Abstract

The role of myeloid cells in supporting cancer growth is well established. Most work has focused on myeloid-derived suppressor cells (MDSC) that accumulate in tumor-bearing animals, but tumor-associated neutrophils (TAN) are also known to be capable of augmenting tumor growth. However, little is known about their evolution, phenotype, and relationship to naïve neutrophils (NN) and to the granulocytic fraction of MDSC (G-MDSC).

In the current study, a transcriptomics approach was used in mice to compare these cell types. Our data show that the three populations of neutrophils are significantly different in their mRNA profiles with NN and G-MDSC being more closely related to each other than to TAN. Structural genes and genes related to cell-cytotoxicity (i.e. respiratory burst) were significantly down-regulated in TAN. In contrast, many immune-related genes and pathways, including genes related to the antigen presenting complex (e.g. all six MHC-II complex genes), and cytokines (e.g. TNF-α, IL-1-α/β), were up-regulated in G-MDSC, and further up-regulated in TAN. Thirteen of the 25 chemokines tested were markedly up-regulated in TAN compared to NN, including striking up-regulation of chemoattractants for T/B-cells, neutrophils and macrophages.

This study characterizes different populations of neutrophils related to cancer, pointing out the major differences between TAN and the other neutrophil populations.

## Introduction

Various types of myeloid cells have been shown to promote tumor progression by direct immune suppression [1] and by production of angiogenic factors, matrix-degrading enzymes, or growth factors [2], [3]. The best characterized of these cells have been tumor-associated macrophages (TAM) that have properties of alternatively activated macrophages, also known as M2 macrophages [1]. We have recently shown that, similar to TAM, tumor-associated neutrophils (TAN) also have differential states of activation/differentiation. We demonstrated that in tumors, TAN develop a pro-tumorigenic (N2) phenotype, largely driven by the presence of TGF-β. Blocking TGF-β changes the characteristics of these cells to a more anti-tumorigenic (N1) phenotype [4]. IFN-β has been suggested to polarize this dichotomy in a reciprocal way, favoring the N1 phenotype [5]. In untreated tumors, neutrophils have been reported to produce angiogenic factors and matrix-degrading enzymes [6], [7], support the acquisition of a metastatic phenotype [8], and suppress the anti-tumor immune response [9]. Depletion of these TAN inhibits tumor growth [4], [6], [10] and reduces the level of immunosuppression in the tumor microenvironment, allowing for increased activity of CD8^+^ cytotoxic T-lymphocytes (CTL) [4]. The broad spectrum of activities of TAN in the context of tumor biology has been recently reviewed [11].

Neutrophils, like all other leukocytes, move into tissues from the blood under the influence of specific chemokines (e.g. KC/CXCL-1, MIP-2α/CXCL-2 and GCP-2/CXCL-6), cytokines (e.g. TNF-α and IFN-χ), and cell adhesion molecules located on their own surface (e.g. CD11b) and on the surface of endothelial cells (e.g. selectins, ICAM-1 and PECAM-1) [12]. When they traffic into tumors, they are referred to as TAN. In mice, TAN can be defined by the specific surface markers CD11b and Ly6G with low expression of macrophage markers such as F4/80 [13].

Myeloid-derived suppressor cells (MDSC) are a heterogeneous population of immune suppressive cells that are produced excessively in cancer. They comprise at least two subsets - granulocytic (Ly6G^+^) and monocytic cells (Ly6C^+^), potentially with different immunosuppressive properties [14]. It has been previously shown that MDSC can enter tumors and differentiate to mature macrophages (TAM) or neutrophils (TAN) [15]. However, since no definitive markers have been established, it is unknown whether intratumoral N2 neutrophils (N2 TAN) are granulocytic MDSC from spleen that are attracted to the tumor or if they are typical blood-derived neutrophils that are then converted to an N2 phenotype by the tumor microenvironment, specifically by the high local concentrations of TGF-β.

The purpose of this study was to use a transcriptomics approach to gain further information about TANs by comparing the RNA profile of these cells to naïve bone-marrow neutrophils (NN) and to the granulocytic fraction of myeloid derived suppressor cells (G-MDSC). We examined which pathways and gene-groups varied amongst these 3 populations of neutrophils and performed a detailed analysis on pathways related to the main functions of neutrophils, such as respiratory burst, granule proteins, phagocytosis, apoptosis, structural genes, antigen presentation and specific immune effects. Our data defines TAN as a unique population of neutrophils, quite distinct from both NN and G-MDSC.

## Results

### Preparation of samples

mRNA preparations were extracted from individual non-tumor-bearing mice (NN) or from mice in which AB12 mesothelioma tumors were growing (G-MDSC and TAN). For each experimental “sample”, equivalent amounts of mRNA were pooled from 2–4 extractions (according to the yield of neutrophils) for the transciptome analysis. 

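RNA was measured on Illumina mouse bead arrays from Ly6G+ neutrophils of BALB/c mice. NN came from the bone marrow of naïve mice (7 arrays). G-MDSC came from the spleens of mice bearing AB12 mesothelioma flank tumors of 500 to 700.0 mm3, about 21 to 25 days after injection (4 arrays). TAN came from AB12 tumors of 250 to 300.0 mm3, about 12 to 15 days after injection (4 arrays). Each array held RNA pooled from 2 to 4 mice. The methods describe a Percoll gradient for NN and CD11b beads with a Ly6G sort for spleens and tumors, while the sample labels give beads and the Ly6G sort for all 3 populations. By the methods, spleens and tumors were also digested, while marrow was flushed, so that the preparation of the cells differs with the population.
Each array file holds a signal for each probe of the array, summarized by Bead Studio and neither background subtracted nor normalized. The files hold no detection p or control probe, so that background was corrected with limma's normexp model (offset 50) and the arrays were quantile normalized on the log2 scale. A probe counted as above background over the 95th percentile of the 9375 probes that the authors left out of their table of normalized values. By this measure 13559 to 14228 probes (median 13787) were above background in NN, 13337 to 13373 (median 13371.5) in G-MDSC and 12560 to 13478 (median 12958) in TAN. The number of arrays limits the precision. All 15 arrays entered one limma model, and a gene is said to have risen or fallen where the Benjamini-Hochberg adjusted p over all probes lay under 0.05. Each gene is given by its probe with the highest mean signal, as a log2 difference between group means. Where every array of a group lay below background, only a lower bound of the fold is given. It sets the other group's mean against the lowest signal above background.
The arrays fell into a pair of background levels. NN 6, NN 7 and all G-MDSC had a median background signal of 105 or more, while NN 1 to NN 5 and all TAN had 94.3 or less. Comparisons are therefore also given with this level as a block in the model, and within the arrays of one level where that level holds both groups. No level holds both G-MDSC and TAN. Probes of one gene were also compared with each other. The share of 1960 genes with several probes whose probes lay over 4-fold apart, relative to NN, was at most 0.102% in any NN and 0.612 to 1.58% in G-MDSC. In TAN it was 26.9% in TAN 1, 26.4% in TAN 2, 4.90% in TAN 3 and 21.0% in TAN 4. Among markers of other cells, 15 of 20 macrophage markers rose in TAN and none fell, relative to NN. The 12 erythroid markers had list means of 10.79 to 11.25 in the NN, 7.29 to 7.79 in G-MDSC and 7.01 to 7.37 in TAN. In G-MDSC 1, 11 of 12 B cell markers and 11 of 16 T and NK cell markers were over 2-fold above the mean of the other G-MDSC.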

We prepared multiple independent samples from each of the neutrophil populations studied - NN (n = 7), G-MDSC (n = 4) and TAN (n = 4).

### Hierarchical clustering of neutrophils

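Probes of genes that differ strongly between the populations and probes of genes that hardly differ both entered the comparisons. Of the probes in the authors' table of normalized values, 16317 were kept here and 5 were left out, because no pair of arrays differed by at least 1.2-fold. The kept probes covered 11074 genes named by a single symbol in GEO's platform annotation, and 996 kept probes had no symbol there. Among these genes were the granule genes Mpo and Camp, the chemokine genes Cxcl2 and Ccl8, and the erythroid gene Slc4a1. The p53 gene Trp53 had no kept probe and was not analysed here. The detection p named in the methods was not used here.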

As a first step, gene probes were filtered, resulting in 12,129 informative probes. 

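Genes of very different kinds set the populations apart. Camp, which encodes the antimicrobial peptide cathelicidin, had a mean log2 signal of 15.59 ± 0.11 (SD, n = 7) in NN, 14.28 ± 0.27 (SD, n = 4) in G-MDSC and 9.72 ± 0.53 (SD, n = 4) in TAN. Hilpda, a lipid droplet gene induced by hypoxia, had 7.20 ± 0.28 (SD, n = 7), 9.25 ± 1.42 (SD, n = 4) and 14.96 ± 0.24 (SD, n = 4) in the same order. It had 11.36 in G-MDSC 1 and 8.35 to 8.65 in the other G-MDSC. Over all kept probes, the first principal component held 64.9% of the variance and the next held 20.2%. The mean Euclidean distance between samples of one group was 36.3 log2 units in NN, 51.4 in G-MDSC and 75.7 in TAN. TAN 3 lay 111 from the other TAN on average, and G-MDSC 1 lay 72.7 from the other G-MDSC.

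**Figure D1:**
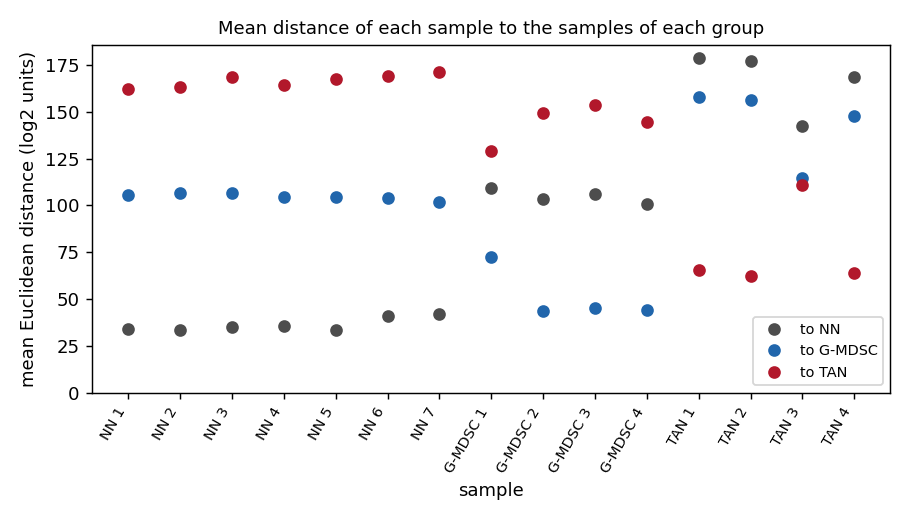
Mean Euclidean distance in log2 units (y axis) of each sample (x axis) to the samples of NN, G-MDSC and TAN, one point per group. TAN 3 is the TAN nearest to NN, at 142, and TAN 4 is next, at 168.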

Hierarchical clustering (Fig. 1A) and principal component analysis (PCA) (Fig. 1B) showed that the three types of myeloid cells are distinct groups, with the bone marrow neutrophils (NN), granulocytic fraction of myeloid-derived suppressor cells (G-MDSC), and tumor-associated neutrophils (TAN) clearly separated. 

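Ngp, a neutrophil granule gene, fell by 7.92 (standard error 0.65, adjusted p = 3.4e-08) from NN to TAN, and its log2 fold change from NN to G-MDSC was -0.93 (standard error 0.65, adjusted p = 0.285), called within the arrays of high background (-0.77, adjusted p = 0.00410). Without TAN 3 the log2 fold change of Ngp in TAN was -9.08. Ccl8, a monocyte chemoattractant, rose by 7.51 (standard error 0.19, adjusted p = 3.7e-14) in TAN, with a log2 fold change in G-MDSC of -0.10 (standard error 0.19, adjusted p = 0.716). Over all kept probes, the distance was 105 ± 4.00 between NN and G-MDSC (SD, 28 pairs of samples), 167 ± 15.3 between NN and TAN (28 pairs) and 144 ± 20.4 between G-MDSC and TAN (16 pairs). Average-linkage clustering into 2 clusters put all NN and G-MDSC in one and all TAN in the other. With 3 clusters, NN and G-MDSC stayed together and TAN 3 parted from the other TAN. With 4 clusters, TAN 3 stood alone and NN, G-MDSC and the other TAN each formed one. The distance from G-MDSC to NN was 0.731 ± 0.0761 times that from G-MDSC to TAN (SD over the 4 G-MDSC), 0.648 times without TAN 3 and G-MDSC 1, and 0.917 times with TAN 3 as the only TAN. Ccl8 was above background in 6 of 7 NN and 1 of 4 G-MDSC, and Ngp in 3 of 4 TAN.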

Hierarchical clustering suggested that NN and G-MDSC seemed more closely related to each other than to TAN (Fig. 1A).

**Figure 1:**
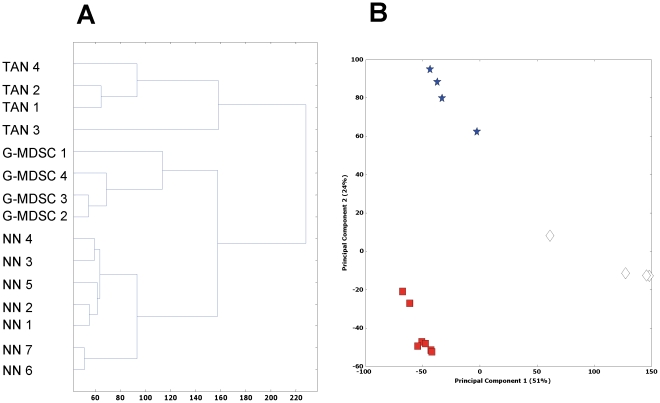
Hierarchical clustering (A) and principal component analysis (PCA) (B) of the samples, showing that the three groups of neutrophils are distinct. □ - Naïve neutrophils (NN); * - Granulocytic fraction of MDSC (G-MDSC). ◊ - Tumor associated neutrophils (TAN).

### Genomewide RNA expression profiles

Whole murine genome RNA expression profiles of neutrophils from the three different groups were compared to each other to discern more specific differences. 

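The chemoattractant gene Cxcl2 had a mean log2 signal of 7.49 ± 0.61 (SD, n = 7) in NN and 13.81 ± 0.62 (SD, n = 4) in G-MDSC. Genes of red blood cells moved the other way. Slc4a1, the anion exchanger of the red cell membrane, fell by 7.53 (standard error 0.15, adjusted p = 3.2e-14) in G-MDSC and Alas2, an enzyme of heme synthesis in red cells, fell by 6.26 (standard error 0.27, adjusted p = 5.8e-11). Prg2, which encodes the major basic protein of eosinophils, fell by 6.53 (standard error 0.40, adjusted p = 2.9e-09). Slc4a1, Alas2 and Prg2 are genes of other cell types. RNA of such cells in the NN samples was not told apart from a change within neutrophils. Of 11074 genes, 4204 were called by their probe with the highest mean signal. In all, limma called 5952 of 16317 probes, 36.5%: 2940 rose and 3012 fell in G-MDSC. Of these, 2274 rose and 2360 fell with no overlap between the 7 NN and the 4 G-MDSC, which chance gives for 0.606% of probes. At an unadjusted p under 0.05, 7341 probes passed. Taking the background level as a block 3945 probes were called, and within the 6 arrays of high background 4447. Without TAN 3 and G-MDSC 1, a choice made after the data were seen, 7779 were called, and with array weights 9611.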

There were 8,355 genes that were significantly different when comparing NN to G-MDSC (p<0.05, FDR = 3%). The fold changes were larger than 1.7 in 2,489 of the genes. Of these genes, 1,189 were up-regulated and 1,300 down-regulated in G-MDSC compared to NN. 

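Genes of the cell's first response to a stimulus were among the largest rises. Fosb and Egr1, which encode transcription factors induced within minutes of stimulation, rose by 6.07 (standard error 0.36, adjusted p = 2.0e-09) on the log2 scale and 60.3-fold in G-MDSC, and Atf3, a stress-induced transcription factor, rose 22.8-fold and 13.5-fold without G-MDSC 1. Tnfaip3, which encodes the NF-κB inhibitor A20, rose 16.8-fold. The adjusted p values of the last 3 genes were 7.4e-08, 1.1e-06 and 5.1e-09. Of the called probes, 2778 changed by more than 1.7-fold. The number was 2563 with the background level as a block 2788 within the arrays of high background and 4750 with plain background subtraction. Fosb was above background in 3 of 7 NN.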

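Among the called probes with more than 1.7-fold change, 1359 rose and 1419 fell in G-MDSC. The balance turned with each array scaled to its median (1652 and 1235), with array weights (1605 and 1588) and without G-MDSC 1 (1485 and 1483). The water channel gene Aqp1 fell 74.1-fold and Trim10, a gene of red cell maturation, fell 31.8-fold (adjusted p = 2.5e-11 and 1.6e-13). Alox12, a lipoxygenase of platelets, fell by 4.83 (standard error 0.26, adjusted p = 6.7e-10) on the log2 scale, and the amino acid transporter gene Slc38a5 fell by 4.82 (standard error 0.13, adjusted p = 5.7e-13). On the other side, Ccrl2, an atypical chemokine receptor, rose by 5.45 (standard error 0.29, adjusted p = 6.9e-10), Igfbp6, which binds insulin-like growth factors, by 4.42 (standard error 0.24, adjusted p = 6.9e-10), and Ambp by 4.25 (standard error 0.17, adjusted p = 3.5e-11). All 12 measured red blood cell markers fell in G-MDSC (12 when adjusted over the list alone, camera adjusted p = 5.5e-13). They also fell with the background level as a block (camera adjusted p = 1.8e-15) and within the arrays of high background (adjusted p = 3.1e-10). Trim10 and Slc38a5 were above background in 1 of 4 G-MDSC and Aqp1 in 2, and Ambp in 5 of 7 NN.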

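Ordered by fold change, the genes with the largest rise in G-MDSC were Cxcl2, Fosb, Egr1, Ccl3 and Ccrl2, so that 2 of the leading 5 were chemokine genes. Cxcl2 encodes a neutrophil chemoattractant and Ccl3 an attractant of several leukocytes. Cxcl2 rose 80.0-fold (log2 fold change 6.32, standard error 0.30, adjusted p = 2.0e-10). Ccl4, a close relative of Ccl3, came next, with a rise of 41.8-fold (log2 fold change 5.39, standard error 0.34, adjusted p = 4.2e-09), which was 27.9-fold without G-MDSC 1. Their log2 values with the background level as a block were 6.67 and 5.40, and within the arrays of high background 6.69 and 5.38. The order rests on 1 probe per gene and on groups of 7 and 4. Fosb was above background in 3 of 7 NN, so that its place is not firm. Ccrl2 rose 43.7-fold, close to the rise of Ccl4.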

Three of the top-5 up-regulated genes in G-MDSC were chemokines (CXCL-2, CCL-3 and CCL-4), that were changed by more than 40-fold (Table S1).

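Chemokine genes were among the largest rises and neutrophil granule genes among the largest falls in TAN. Ccl4 had a mean log2 signal of 7.64 ± 0.23 (SD, n = 7) in NN and 15.89 ± 0.06 (SD, n = 4) in TAN. Ngp, which encodes neutrophilic granule protein, had 15.81 ± 0.05 (SD, n = 7) and 7.90 ± 2.35 (SD, n = 4). Arg1, which encodes the arginine-degrading enzyme arginase 1, was below background in all NN and rose at least 97.1-fold (adjusted p = 1.8e-12). Red blood cell genes fell, with Slc4a1 lower by at least 329-fold and Alas2 fell by 7.38 (standard error 0.27, adjusted p = 2.3e-12) on the log2 scale. RNA of red cells in the NN samples was not tested apart from this fall. Of 11074 genes, 6978 were called by their probe with the highest mean signal. Of 16317 probes, 10075 were called by limma (61.7%): 5333 rose and 4742 fell in TAN. Among them 3592 rose and 3417 fell with no overlap between the samples, against the 0.606% that chance gives. With a block for the background level the count was 9653, and within the 9 arrays of low background 9250. It was 11258 without TAN 3 and G-MDSC 1 and 6577 with TAN 3 as the only TAN. Alas2 and Ngp were above background in 3 of 4 TAN.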

There were 11,035 genes that were significantly different between NN and TAN (p<0.05, FDR = 1%). Of these, 5,846 had a fold-change of more than 1.7-fold; 2,983 were up-regulated and 2,863 down-regulated in TAN compared to NN. 

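Of the called probes, 5934 changed by more than 1.7-fold, 2943 of them rising and 2991 falling in TAN. Cdkn1a, which encodes the cell cycle inhibitor p21, rose by 6.83 (standard error 0.32, adjusted p = 5.1e-11) and Hilpda by 7.75 (standard error 0.42, adjusted p = 2.2e-10). Dab2, an endocytic adaptor abundant in macrophages, rose by 6.39 (standard error 0.18, adjusted p = 1.8e-13). Prg2 fell by 7.11 (standard error 0.40, adjusted p = 3.9e-10), Serpinb1a, an inhibitor of neutrophil serine proteases, fell by 5.85 (standard error 0.15, adjusted p = 6.9e-14), and Ear6, an eosinophil ribonuclease gene, by at least 40.3-fold (adjusted p = 5.1e-10). Lcp1, which encodes the actin-bundling protein L-plastin, fell by 5.61 (standard error 0.69, adjusted p = 3.4e-06), and its log2 fold change with TAN 3 as the only TAN was -2.01 and without TAN 3 -6.81. The counts over 1.7-fold were 5856 with the background level as a block, 5644 within the arrays of low background and 4704 with TAN 3 as the only TAN. Scaling each array to its median in place of the quantile step moved the median of all probes to 0.221 and gave 6287 rises and 3767 falls at any fold and 3361 and 2555 over 1.7-fold. Rises also outnumbered falls over 1.7-fold with array weights (3338 and 3212), without TAN 3 (3327 and 3202), with replicate number as a block (2908 and 2891), with the background level as a block (2933 and 2923), without TAN 3 and G-MDSC 1 (3327 and 3211) and within the arrays of low background (2840 and 2804). Prg2 was above background in 3 of 4 TAN.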

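The 10 genes with the largest rise in TAN were Ccl4, Cxcl2, Hilpda, Ccl12, Ccl8, Cxcl1, Ccl7, Arg1, Ccl3 and Cdkn1a, of which 7 encode chemokines. Arg1 was below background in all NN, so that its place in this order is not known. Ccl4 rose 304-fold, Ccl12 204-fold, Ccl8 182-fold and Ccl7 138-fold relative to NN. The last 3 encode attractants of monocytes. Their adjusted p values were 1.2e-11, 3.9e-15, 3.7e-14 and 6.9e-16. Every TAN had a higher signal for each of the 7 chemokine genes than every NN. In TAN 1 to TAN 4, the log2 signals were 13.86, 14.12, 14.01 and 14.19 for Ccl12, 13.61, 14.01, 14.77 and 13.81 for Ccl8, and 13.02, 13.51, 13.65 and 13.19 for Ccl7. Within the arrays of low background the log2 rises of Ccl4, Ccl12, Ccl8 and Ccl7 were 8.42, 7.64, 7.46 and 7.11. Ccl7 was above background in 1 of 7 NN, Cxcl1 in 2, Ccl12 in 3 and Ccl8 in 6, with all NN in the means, so that the places of these 4 in the order are not firm. The signal of Ccl4 in TAN lay near the highest of the arrays, so that its fold may be larger.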

Seven of the top-10 up-regulated in TAN were chemokines, all by more than 70-fold (Table S2).

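Some genes that set TAN apart from NN also differed between TAN and G-MDSC. Arg1 was higher in TAN than in G-MDSC by 6.88 (standard error 0.28, adjusted p = 4.0e-11) on the log2 scale, and the collagenase gene Mmp13 by 6.08 (standard error 0.21, adjusted p = 3.8e-12). Ltb, which encodes lymphotoxin beta, fell by 5.47 (standard error 0.93, adjusted p = 1.4e-04) and Il17ra, a receptor for interleukin 17, fell by 4.56 (standard error 0.41, adjusted p = 2.6e-07). Taking TAN 3 alone, the log2 fold change of Ltb was -1.03 and that of Il17ra -2.82, and that of Ltb was -6.96 without TAN 3. Of 11074 genes, 6538 were called by their probe with the highest mean signal. In all, 9600 of 16317 probes were called by limma (58.8%), 5235 higher and 4365 lower in TAN. There was no overlap between the 4 TAN and the 4 G-MDSC in 3828 of the former and 3004 of the latter, which chance gives for 2.86% of probes. With the background level as a block, which joins TAN and G-MDSC through NN, 5419 probes were called. With TAN 3 as the only TAN the count was 5629, and without TAN 3 and G-MDSC 1 it was 10921. Arg1 was above background in 1 of 4 G-MDSC, and Ltb and Il17ra in 2 of 4 TAN.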

There were 10,172 genes significantly different (p<0.05, FDR = 2%) between G-MDSC and TAN. Of these, 5,344 had a fold-change of more than 1.7-fold; 2,803 genes were up-regulated and 2,541 down-regulated in TAN compared to G-MDSC. 

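Of the called probes, 5305 changed by more than 1.7-fold, with 2670 higher and 2635 lower in TAN. The lower were the more numerous without background correction (2368 and 2412), in the authors' value table (2482 and 2499) and without TAN 1 (2523 and 2527). Dab2 and Hilpda were higher in TAN by 6.70 (standard error 0.21, adjusted p = 1.3e-12) and 5.71 (standard error 0.47, adjusted p = 1.1e-07) on the log2 scale. Ch25h, an enzyme that makes 25-hydroxycholesterol, was below background in G-MDSC and higher in TAN by at least 69.5-fold (adjusted p = 1.0e-15). Ngp fell by 6.98 (standard error 0.74, adjusted p = 1.4e-06) and Camp fell by 4.55 (standard error 0.20, adjusted p = 1.3e-10). The log2 fold change of Hilpda was 6.41 without G-MDSC 1, and that of Ngp was -8.15 without TAN 3. Rgs3, a regulator of G protein signalling, fell by 5.11 (standard error 0.44, adjusted p = 1.7e-07), and the log2 signal in TAN 1 to TAN 4 was 6.55, 6.60, 8.28 and 6.42. Other probes of Rgs3, 2 of its 5, were called in the other direction. The count over 1.7-fold was 4322 with the background level as a block and 3858 with TAN 3 as the only TAN. With plain background subtraction it was 8322. Dab2 was above background in 3 of 4 G-MDSC, Ngp in 3 of 4 TAN and Rgs3 in 2.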

Again, three of the top-5 up-regulated in TAN were chemokines (CCL-7, CCL-8 and CCL-12), all by more than 80-fold (Table S3).

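Among genes above background in at least 1 sample of each group, Ccl8, Ccl12, Arg1, Ccl7 and Dab2 had the largest rises in the means of TAN relative to G-MDSC, and 3 of these 5 are chemokine genes. Ccl8 was higher by 195-fold (log2 fold change 7.61, standard error 0.21, adjusted p = 3.2e-13), Ccl12 by 178-fold (log2 fold change 7.48, standard error 0.17, adjusted p = 6.5e-14) and Ccl7 by 117-fold (log2 fold change 6.86, standard error 0.14, adjusted p = 7.7e-15). Arhgap45 was below background in all G-MDSC and higher in TAN by at least 142-fold (adjusted p = 0.00132), a bound that gives it no place among them. It was not called with TAN 3 as the only TAN (adjusted p = 0.0776). Its log2 signal followed the background level of the arrays, at 5.66 in NN 6 and 5.66 in NN 7 against 13.89 to 14.05 in NN 1 to NN 5. Taking the background level as a block, the log2 difference of Arhgap45 was -0.31 (adjusted p = 0.393), and those of Ccl8, Ccl12 and Ccl7 were 7.69, 7.61 and 7.11. Ccl8, Arg1 and Ccl7 were above background in 1 of 4 G-MDSC, Ccl12 in 2 and Dab2 in 3, so that these folds rest on G-MDSC signals near background and their order is not known.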

In order to further compare these differences, heatmaps of the genes most changed between the groups were prepared. 

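Chemokine genes such as Cxcl1 and Cxcl16, the tissue-degrading enzyme genes Mmp12, Mmp13 and Mmp14, and the T cell inhibitory ligand gene Cd274 (PD-L1) were among the genes with the largest differences between any pair of groups. Mmp12, the macrophage elastase, rose at least 68.4-fold (adjusted p = 3.6e-13) in TAN relative to NN, and Cd274 rose 63.8-fold (log2 fold change 6.00, standard error 0.16, adjusted p = 7.1e-14). At the lower end stood Ngp, Camp and Ltb. In all, 78 genes had means at least 30-fold apart in some pair of groups and were called by limma there. Of these, 14 differed that much between G-MDSC and NN, 69 between TAN and NN and 25 between TAN and G-MDSC, some of them in more than one pair. Compared with the means of both other groups, TAN were higher in 45 of the 78 genes and lower in 29.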

Figure 2A shows a heatmap including all genes with a fold-change between samples ≥30. 

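Some genes moved alike in G-MDSC and TAN, relative to NN, and others parted. Il1r2, a decoy receptor for interleukin 1, rose in both, by 2.34 (standard error 0.20, adjusted p = 1.7e-07) in G-MDSC and by 3.15 (standard error 0.20, adjusted p = 2.0e-09) in TAN. Trem2, a lipid-sensing receptor of macrophages, rose by 5.18 (standard error 0.12, adjusted p = 1.8e-14) in TAN, and its log2 fold change in G-MDSC was 0.00 (standard error 0.12, adjusted p = 0.989). Csf3r, the receptor for granulocyte colony-stimulating factor, rose by 0.82 (standard error 0.27, adjusted p = 0.0239) in G-MDSC and fell by 1.34 (standard error 0.27, adjusted p = 3.8e-04) in TAN. The rise of Csf3r was lost without G-MDSC 2, 3 or 4 and with the background level as a block (adjusted p = 0.208), and its fall with TAN 3 as the only TAN (log2 fold change -0.18). The macrophage markers had a mean log2 signal of 10.77, 11.06, 12.00 and 11.47 in TAN 1 to TAN 4 and of 8.41, 8.86, 8.79 and 8.90 in G-MDSC 1 to G-MDSC 4. From the heatmap the paper proposes that TAN are not G-MDSC that have moved into the tumor.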

The TAN exhibit a signature that is markedly different than the other two types of neutrophilic cells, suggesting that the TAN are not G-MDSC that have simply entered the tumor. Figure 2B compares NN and G-MDSC, showing all genes with a fold-change ≥8. It can be noted clearly that the signature of these two groups of cells differ, suggesting that the G-MDSC have changed from the bone marrow neutrophils (NN).

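Between NN and G-MDSC, 104 genes had means at least 8-fold apart and were called, 48 of them higher and 56 lower in G-MDSC. Among the higher were Socs3, which restrains cytokine signalling, at 15.0-fold, Ier3 at 13.7-fold and Junb, a stress-induced transcription factor gene, at 11.8-fold. The log2 signal of Junb in G-MDSC, 15.81 to 16.01, lay near the highest of the arrays, so that its fold may be larger. Cd14, the co-receptor for bacterial lipopolysaccharide, was higher by 9.82-fold and the antigen presentation gene H2-Ea by 10.8-fold. Among the lower were the platelet chemokine genes Ppbp and Pf4, at 129-fold and 48.4-fold, and the granule genes Mpo and Ctsg. The adjusted p values of these genes lay between 1.8e-12 and 1.7e-09. Ppbp and Ctsg were above background in 3 of 4 G-MDSC.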

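Immediate early and stress genes rose together in G-MDSC, and genes of the cell cycle and of neutrophil precursors fell. Of 27 measured immediate early and stress genes, 23 rose and none fell (23 rose when adjusted over the list alone, camera adjusted p = 2.5e-15). The list holds genes known to rise on handling and dissociation of tissue. Spleens were digested and marrow was flushed, so that preparation and population cannot be told apart for these genes. Jun and Klf4, both transcription factor genes, rose by 2.75 (standard error 0.18, adjusted p = 5.2e-09) and 2.84 (standard error 0.32, adjusted p = 2.7e-06). Of 32 cell cycle genes, 27 fell and none rose (28 fell when adjusted over the list alone, camera adjusted p = 4.8e-16). Top2a, a topoisomerase of dividing cells, fell by 3.40 (standard error 0.30, adjusted p = 1.7e-07). Of 16 neutrophil precursor markers 11 fell and none rose (13 fell when adjusted over the list alone, camera adjusted p = 1.9e-08). Cebpe, a transcription factor gene of granule formation, fell by 3.00 (standard error 0.14, adjusted p = 1.1e-10). With a block for the background level, 22, 29 and 11 members of these lists were called in the same directions, and within the arrays of high background 21, 29 and 13. From the differing signatures the paper proposes that G-MDSC have changed from bone marrow neutrophils. For the granule genes its Discussion also names a lesser maturity of NN as an alternative. Maturity was not told apart from population here.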

**Figure 2:**
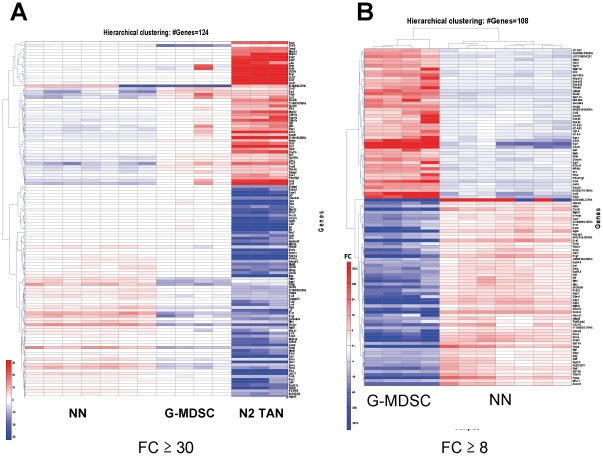
Heatmaps comparing the most different genes between the 3 groups of neutrophils. (A) – Heatmap of genes with fold-change between any two groups ≥30. The TAN exhibit a signature that is markedly different than the other two types of neutrophilic cells. (B) Heatmap with all genes with a fold-change ≥8 between NN and G-MDSC, showing a clearly different signature in these two groups of cells. Red – up-regulation; Blue – down-regulation; White – no change from mean.

### Validation of gene array results by RT-PCR and ELISA

Recent technological improvements have increased the reproducibility and reliability of microarray results [16]. Most microarray results are now highly accurate, especially for highly regulated genes, and differences between microarray- and PCR-generated data occur mostly in the amplitude of the detected expression change [17], [18]. Nevertheless, we conducted real-time PCR validation of some of the gene expression changes in TAN versus NN mentioned in the results section. In addition, we validated some of the genes using cells from animals bearing a different cell line, the lung cancer LKR line, in a different mouse strain (Table 1). In general, the results were highly concordant between the RT-PCR in both cell lines and microarray data, especially regarding the direction of change in expression, although some differences in the extent of change were found, possibly related to technical differences between the methods (e.g. in MMP-9). 

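The array values of the genes compared by RT-PCR cover adhesion, leukocyte attraction and matrix degradation. Icam1, which encodes an adhesion molecule for leukocytes, rose 8.23-fold (log2 fold change 3.04, standard error 0.39, adjusted p = 4.8e-06) in TAN relative to NN, and its log2 signal in TAN 1 to TAN 4 was 10.21, 10.49, 13.19 and 11.69, with a log2 fold change of 2.45 without TAN 3. Cxcl1, a neutrophil chemoattractant, rose by 7.51 (standard error 0.53, adjusted p = 5.6e-09) on the log2 scale. Ccl5, an attractant of T cells and monocytes, rose 13.3-fold (log2 fold change 3.73, standard error 0.30, adjusted p = 2.4e-08), and Ccl2, a monocyte attractant, rose 13.2-fold (log2 fold change 3.73, standard error 0.37, adjusted p = 2.6e-07). Ccl17, a T cell attractant, was below background in all NN and rose at least 20.7-fold (adjusted p = 1.2e-09). Mmp9, which encodes the gelatinase of tertiary granules, fell 2.45-fold (log2 fold change -1.29, standard error 0.09, adjusted p = 6.0e-09), from a mean log2 signal of 15.26 ± 0.09 (SD, n = 7) to 13.97 ± 0.15 (SD, n = 4). Ccl2 had a log2 fold change of 5.36 with TAN 3 as the only TAN. Ccl2 was above background in 1 of 7 NN and Cxcl1 in 2.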

One exception was VEGF. Whereas in the array the level of mRNA for VEGF in TAN was higher than NN, the opposite was found in RT-PCR (Table 1). 

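Vegfa encodes the endothelial growth factor VEGF-A and is induced by hypoxia. On the arrays it rose 2.38-fold (log2 fold change 1.25, standard error 0.15, adjusted p = 3.1e-06) in TAN relative to NN. The mean log2 signal was 9.42 ± 0.20 (SD, n = 7) in NN and 10.67 ± 0.26 (SD, n = 4) in TAN, and every TAN lay above every NN. Both probes of Vegfa were called higher in TAN. Other genes induced by hypoxia also rose, among them Egln3, an oxygen-sensing hydroxylase gene, by 3.93 (standard error 0.12, adjusted p = 2.1e-13) on the log2 scale and the carbonic anhydrase gene Car9 by 1.46 (standard error 0.17, adjusted p = 1.9e-06). The RT-PCR was not analysed here. Car9 was above background in 1 of 7 NN.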

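Several genes of signalling between leukocytes had array values in TAN that differed from those in G-MDSC, and others did not. Ccl17 rose 21.4-fold (log2 fold change 4.42, standard error 0.33, adjusted p = 4.0e-08) in TAN relative to G-MDSC, and Il6, an inflammatory cytokine gene, rose 2.64-fold (log2 fold change 1.40, standard error 0.15, adjusted p = 1.2e-06). Vegfa rose 2.53-fold (log2 fold change 1.34, standard error 0.17, adjusted p = 1.1e-05). Trem1, which encodes a receptor that amplifies inflammation, fell 1.68-fold (log2 fold change -0.75, standard error 0.29, adjusted p = 0.0361), a call that was lost without G-MDSC 1 or 4 or without TAN 1, 2 or 4. The tetraspanin gene Cd9 had a log2 fold change of -1.22 (standard error 0.53, adjusted p = 0.0597), and its log2 signal was 10.47, 10.74, 14.10 and 11.30 in TAN 1 to TAN 4. The log2 fold changes of Ccl3, Ccl5 and Cxcl10 were 0.96 (standard error 0.49, adjusted p = 0.105), 0.43 (standard error 0.34, adjusted p = 0.284) and 0.54 (standard error 0.65, adjusted p = 0.490). Taking TAN 3 alone, Cd9 and Cxcl10 were called higher in TAN (log2 fold change 1.22, adjusted p = 1.7e-04, and 3.47, adjusted p = 2.2e-06), as was Ccl3 (2.25, adjusted p = 0.0170), and Trem1 was not called. With the background level as a block, Trem1 was not called (adjusted p = 0.400). Median scaling made calls for Ccl3 and Cd9. Ccl17 and Il6 were above background in 2 of 4 G-MDSC.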

We also validated by RT-PCR some of the changes in TAN versus G-MDSC. In order to show that changes are mainly due to the location of neutrophils (tumor versus spleen) and not merely the time of isolation, the confirmation of these key transcripts was done in neutrophils isolated from tumors and spleens at the same time, both at an early time point (Day 14) and at a late time point (Day 21) (Table 2).

**Table 1:** Validation of array results by real time PCR - Ratio of expression in TAN compared to NN.

*Gene (mRNA)*	*Array*	*RT-PCR*	
		*(AB12)*	*(LKR)*
ICAM-1	5.1	7.6	2.7
KC/CXCL-1	131.5	75.9	+++
MIP-2α/CXCL-2	188.7	++	+++
IP-10/CXCL-10	2.7	1.8	++
CCL-3/MIP-1α	77.6	7.7	+++
CCL-17	25.9	+++	+++
CCL-2/MCP-1	6.6	+++	ND
CCL-5/Rantes	12.3	9.6	ND
VEGF	2.9	0.5	ND
MMP9	0.37	<0.01	ND

Confirmation of selected results from the microchip array using real time RT-PCR in isolated tumor associated neutrophils (TAN) from flank tumors of two separate tumor cell lines – the mesothelioma cell line AB12 (Balb/C), and the NSCLC cell line LKR (B6-129/J1). Table shows the gene fold-change of TAN to Naïve neutrophils (NN) using the arrays or by RT-PCR measurements.

++ - Fold-change >100, +++ - Fold-change >500, ND – Not Done.

**Table 2:** Validation of array results by real time PCR - Ratio of expression in TAN compared to G-MDSC.

*Gene (mRNA)*	*Array*	*RT-PCR*	
		*(14 days)*	*(21 days)*
CCL-17	23.5	++	79.2
TREM-1	0.43	<0.01	<0.01
CD9	0.24	0.21	0.42
IL-6	2.5	8.3	1.6
VEGF	2.5	1.1	1.3
CCL3	1.3	1.4	2
CCL5	1.4	1.2	0.65
CXCL10	0.7	1.2	ND

Confirmation of selected results from the microchip array using real time RT-PCR in isolated tumor associated neutrophils (TAN) from flank tumors of two separate tumor cell lines – the mesothelioma cell line AB12 (Balb/C), and the NSCLC cell line LKR (B6-129/J1). Table shows the gene fold-change of TAN to Naïve neutrophils (NN) using the arrays or by RT-PCR measurements.

++ - Fold-change >100, ND – Not Done.

We further evaluated the protein expression levels of several cytokines and chemokines that were up-regulated in TAN, using several methods to detect proteins. 

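The RNA of the secreted proteins IL-6, CCL2, CXCL10 and CXCL2 was measured in all 3 populations. Il6 had a mean log2 signal of 6.32 ± 0.10 (SD, n = 7) in NN, where every array was below background, 6.47 ± 0.28 (SD, n = 4) in G-MDSC and 7.87 ± 0.26 (SD, n = 4) in TAN. It rose at least 2.63-fold (adjusted p = 3.8e-08) in TAN relative to NN and was not called in G-MDSC (adjusted p = 0.399). Ccl2 had 6.23 ± 0.16 (SD, n = 7), 6.81 ± 0.58 (SD, n = 4) and 9.95 ± 1.15 (SD, n = 4) in the same order, and it was not called in G-MDSC relative to NN (adjusted p = 0.238), except with plain background subtraction, with only the 2 groups compared and with TAN 3 as the only TAN (adjusted p = 0.0283). Cxcl10, induced by interferons, rose 4.49-fold (log2 fold change 2.17, standard error 0.57, adjusted p = 0.00712) in G-MDSC and 6.53-fold (log2 fold change 2.71, standard error 0.57, adjusted p = 6.7e-04) in TAN. Its log2 signal in TAN 3 was 12.58, and 8.46, 8.75 and 8.56 in TAN 1, 2 and 4, and without TAN 3 its log2 fold change in TAN was 1.72. Cxcl2 had 15.31 ± 0.15 (SD, n = 4) in TAN. Taking the background level as a block, Cxcl10 was not called in G-MDSC (adjusted p = 0.0779). The secreted proteins were not analysed here. Ccl2 was above background in 1 of 7 NN and, like Il6, in 2 of 4 G-MDSC.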

We found by ELISA of conditioned media that several proteins had similar fold-changes in their levels compared to the array in the different populations of neutrophils (Fig. 3A). We also found up-regulation of TNF-α in TAN compared to NN shown by intracellular flow cytometry. On average 15.8±2.1% of TAN expressed TNF-α (n = 5), versus 4.1±0.7% of NN (n = 3). A sample dot plot is shown in Fig. 3B. Up-regulation of CCL-17 was shown by immunoblotting of isolated cells (Fig. 3C).

**Figure 3:**
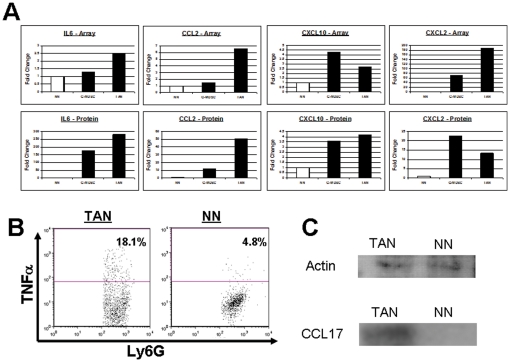
Validation of array results at the protein level. (A) – comparison between the secretions of the different cytokines to the supernatant following isolation of each of the neutrophil populations. (B) – An example of TNF-α levels in Ly6G^+^ neutrophils, comparing TAN (left)to NN (right). A clear up-regulation, similar to the increased m-RNA in the array and in RT-PCR is shown. (C) – An immunoblot, showing the expression of CCL-17 in a protein extract of TAN (left), and the lack of expression in protein extract of NN (right).

### Evaluation of pathway and gene groups differences

In order to link genes to specific pathways, we evaluated key pathways and gene groups using bioinformatic approaches. 

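Gene lists written after the paper had been read and before the arrays were opened were compared between the populations. Of 26 interferon response genes, 21 rose, none fell and 5 were not called (21 up and 0 down when adjusted over the list alone, camera adjusted p = 2.8e-10, and adjusted p = 0.104 with an estimated correlation) in G-MDSC relative to NN, among them Gbp2, a guanylate-binding protein gene, which rose by 2.63 (standard error 0.15, adjusted p = 1.3e-09). Of 28 genes of glycolysis and hypoxia, 19 rose, 5 fell and 4 were not called (19 up and 5 down when adjusted over the list alone, camera adjusted p = 0.00151) in TAN relative to NN. The glucose transporter gene Slc2a1 rose by 4.19 (standard error 0.14, adjusted p = 8.2e-13), and the hexokinase gene Hk1 fell by 2.86 (standard error 0.25, adjusted p = 7.6e-08) and was above background in 1 of 4 TAN. Of 25 lysosomal genes, 17 rose, 3 fell and 5 were not called (17 up and 3 down when adjusted over the list alone, camera adjusted p = 0.00174, and adjusted p = 0.0703 with an estimated correlation) in TAN relative to G-MDSC. In the same comparison 15 of 20 macrophage markers rose and none fell, with a median log2 fold change of 2.34, and Lgmn is in both lists. Of the 46 lists in 3 comparisons, 77 of the 138 tests were called by camera with its preset correlation of 0.01, 27 with an estimated correlation and 112 by fry, which asks only whether the members of a list move to one side. Other splits of the samples gave 46 calls by camera in the median and 74 at most, so that the number says little about the groups. The pathway sets behind the paper's figures were not used here. The lists' median log2 fold changes with TAN 1 to TAN 3 were 2.29 for the interferon response genes and 0.83 for glycolysis and hypoxia in TAN relative to NN, and TAN 4 alone had list means of 10.89 and 10.67. The paper gives no reason for the choice of 3 TAN samples in its plots.

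**Figure D2:**
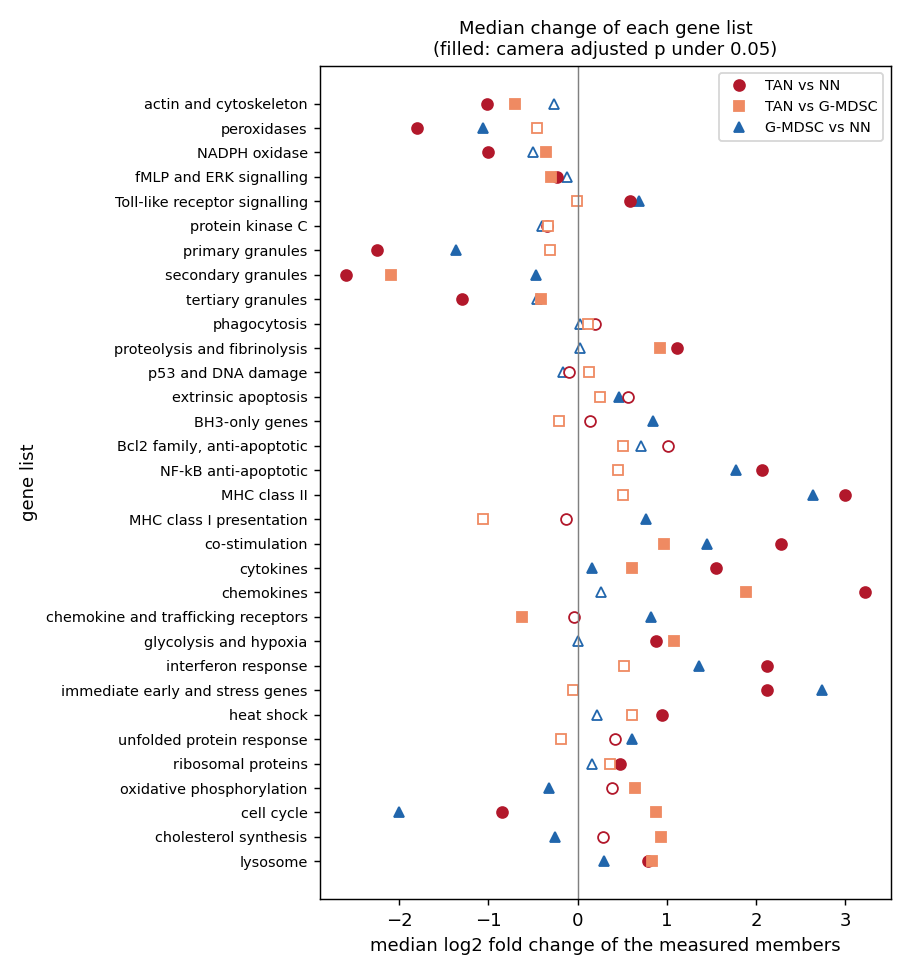
Median log2 fold change (x axis) of 32 gene lists (y axis) in G-MDSC vs NN, TAN vs NN and TAN vs G-MDSC, drawn in a single panel with a marker shape for each comparison, and with filled points where camera's adjusted p lay under 0.05. The interferon response list has a median of 1.36 in G-MDSC vs NN and the list of glycolysis and hypoxia genes one of 0.88 in TAN vs NN.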

Figures 4, 5, and 6 summarize the main differences between the neutrophil populations, comparing TAN and NN (Fig. 4), TAN and G-MDSC (Fig. 5) and G-MDSC and NN (Fig. 6). We further directly evaluated pathways and gene groups related to previously described neutrophil functions and activities. These changes, presented below, are summarized in Table 3.

**Figure 4:**
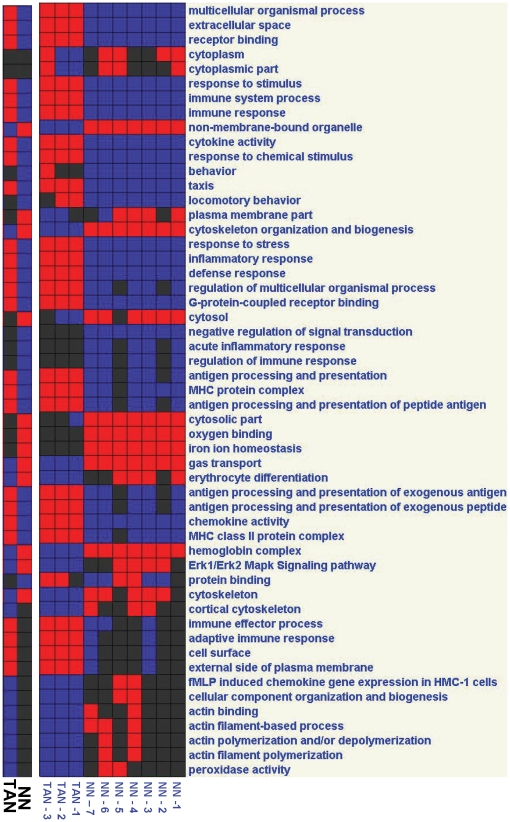
Analysis of pathways and gene groups using Genomica, comparing tumor associated neutrophils (TAN) to naïve neutrophils (NN). Each sample was evaluated for changes in the different pathways, and was marked as positive when ≥3 genes were significantly changed to the same direction. In each panel - Right - Pathways/Groups that had more than 5 samples changed. Left - Pathways/Groups that were significantly changed when the groups were compared to each other (p<0.05, corrected). Red – up-regulation; Blue – down-regulation; Black – no change from mean.

**Figure 5:**
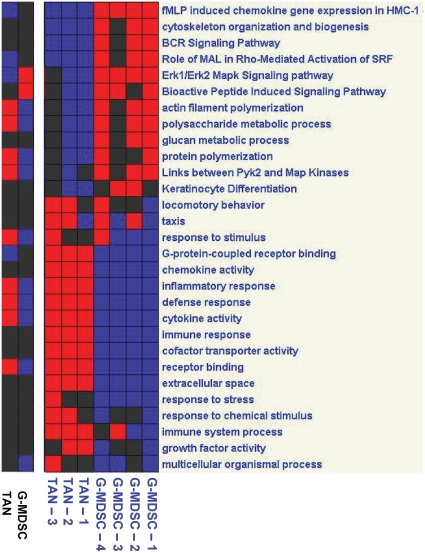
Analysis of pathways and gene groups using Genomica, comparing tumor associated neutrophils (TAN) to the granulocytic fraction of myeloid derived suppressor cells (G-MDSC). Each sample was evaluated for changes in the different pathways, and was marked as positive when ≥3 genes were significantly changed to the same direction. In each panel - Right - Pathways/Groups that had more than 5 samples changed. Left - Pathways/Groups that were significantly changed when the groups were compared to each other (p<0.05, corrected). Red – up-regulation; Blue – down-regulation; Black – no change from mean.

**Figure 6:**
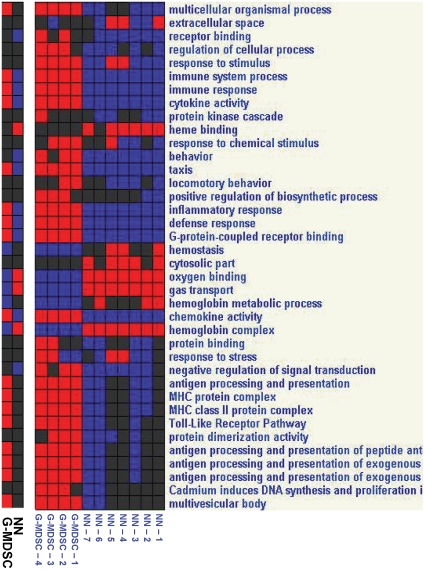
Analysis of pathways and gene groups using Genomica, comparing naïve neutrophils (NN) to the granulocytic fraction of myeloid derived suppressor cells (G-MDSC). Each sample was evaluated for changes in the different pathways, and was marked as positive when ≥3 genes were significantly changed to the same direction. In each panel - Right - Pathways/Groups that had more than 5 samples changed. Left - Pathways/Groups that were significantly changed when the groups were compared to each other (p<0.05, corrected). Red – up-regulation; Blue – down-regulation; Black – no change from mean.

**Table 3:** Summary of the relative changes in the different neutrophil populations.

*Neutrophil Function*		*NN*	*G-MDSC*	*TAN*
**Structural genes**	Cytoskeleton	+	+	−
	Actin Binding	+	+	−
**Respiratory Burst**	Peroxidase	**++**	**++**	−
	NADPH complex	**++**	+	−/+
	TLR	−	**++**	+
**Granule Proteins**	Primary	**+++**	−	−
	Secondary	**++**	+	−
	Tertiary	**++**	+	−
**Phagocytosis**	Whole group	+/−	+/−	+/−
	Proteolysis/Fibrinolysis	+/−	+/−	+
**Apoptosis**	Whole group	+	+	+
	P53 pathway	−	−	−
	Extrinsic pathway	+/−	+/−	+/−
	Intrinsic (BCL2) Pathway	+	**++**(BH-3)	+/−
	NF-κB – pro apoptotic	+/−	+/−	+/−
	NF-κB – Anti apoptotic	**++**	+/−	+/−
**Immune system**	Whole group	−	+	**++**
	APC genes	−	**++**	**++**
	Cytokine activity	−	+	**++**
	Chemokines	−	+	**+++**

Pathways and gene-groups were evaluated by the Genomica software, and manually from the literature. The data of each neutrophils-function evaluated for each population of neutrophils is presented.

(−) - Most genes in the pathway/group were at background levels.

(+/−) – Some genes of the pathway/group were up-regulated and other down-regulated.

(+) – A related pathway/group was up-regulated (Genomica), or some (>10%) of the genes in the group were up-regulated (manually).

(++) – A related pathway/group was up-regulated (Genomica), and/or a significant portion (>30%) of the genes in the group were up-regulated (manually).

(+++) – A prominent up-regulation of genes in the group/pathway (>50%) was noted.

#### Structural genes

There was down regulation in TAN of pathways related to cytoskeleton organization and biogenesis, and those related to actin binding and polymerization (e.g. Actn-1/4, Raf-1, LCP-1 and Talin-1).

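Of 37 actin and cytoskeleton genes, 6 rose, 29 fell and 2 were not called (6 up and 29 down when adjusted over the list alone, camera adjusted p = 5.8e-06) in TAN relative to NN. In TAN relative to G-MDSC, 5 rose, 24 fell and 8 were not called (5 up and 24 down when adjusted over the list alone, camera adjusted p = 1.6e-05). Actn1 and Actn4, which encode the actin cross-linkers α-actinin 1 and 4, fell by 2.41 (standard error 0.16, adjusted p = 2.3e-09) and fell by 4.14 (standard error 0.62, adjusted p = 2.7e-05) relative to NN. Lcp1 fell by 5.42 (standard error 0.78, adjusted p = 3.0e-05) relative to G-MDSC, with a log2 fold change of -6.62 without TAN 3. Tln1, which encodes talin 1, a link between integrins and actin, fell at least 3.91-fold (adjusted p = 2.2e-05) relative to NN and was below background in every TAN. Msn (moesin) and Vim (vimentin) fell by 4.16 (standard error 0.48, adjusted p = 1.5e-06) and fell by 4.38 (standard error 0.68, adjusted p = 3.7e-05). Against the list, Marcksl1 and Evl rose by 2.00 (standard error 0.12, adjusted p = 8.3e-10) and 2.15 (standard error 0.16, adjusted p = 8.2e-09), although another probe of Marcksl1 was called lower. In TAN 3, whose probes of one gene lay least apart among the TAN, the log2 signal of Actn4 was 10.60 against 6.17, 6.04 and 6.34 in TAN 1, 2 and 4, and that of Vim 12.01 against 6.90, 7.01 and 7.85. Their log2 fold changes relative to NN were -5.26 and -5.58 without TAN 3. With TAN 3 as the only TAN, 4 rose and 27 fell relative to NN (camera adjusted p = 3.4e-05). 4 rose and 19 fell with the background level as a block (camera adjusted p = 1.2e-04) relative to G-MDSC. Actn4 was above background in 1 of 4 TAN.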

#### Respiratory Burst

There are several gene groups and pathways associated with the respiratory burst [19], [20]. 

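Peroxidases break down hydrogen peroxide, and myeloperoxidase (Mpo) uses it to make microbicidal hypochlorous acid. With TAN 1 to TAN 3, of 14 genes with peroxidase activity, 4 rose and 10 fell (4 up and 10 down when adjusted over the list alone, camera adjusted p = 0.0173, and adjusted p = 0.227 with an estimated correlation) in TAN relative to NN. Mpo fell by 5.34 (standard error 0.30, adjusted p = 2.0e-09) and Gpx1, the main cytosolic glutathione peroxidase, fell by 4.72 (standard error 0.91, adjusted p = 4.5e-04). Ptgs2, the inducible cyclooxygenase, rose by at least 12.2-fold (adjusted p = 5.7e-10) and the peroxiredoxin gene Prdx4 by 2.22 (standard error 0.15, adjusted p = 9.0e-09). Gpx3 and Prdx1 also rose.
Over all 4 TAN, 4 rose and 10 fell (4 up and 10 down when adjusted over the list alone, camera adjusted p = 0.0133, and adjusted p = 0.207 with an estimated correlation). Mpo then fell by 5.45 (standard error 0.27, adjusted p = 9.5e-11) and Gpx1 fell by 5.14 (standard error 0.83, adjusted p = 5.8e-05). In TAN 4 alone, the log2 signals of Mpo and Gpx1 were 6.92 and 9.48, against means of 12.61 ± 0.47 (SD, n = 7) and 15.94 ± 0.03 (SD, n = 7) in NN. That of Gpx1 was 15.30 in TAN 3 and 9.22 in both TAN 1 and TAN 2, and without TAN 3 its log2 fold change was -6.62. The paper gives no reason for the choice of 3 TAN samples in Fig. 4. For G-MDSC relative to NN, 1 rose, 10 fell and 3 were not called (1 up and 10 down when adjusted over the list alone, camera adjusted p = 5.9e-04, and adjusted p = 0.107 with an estimated correlation). Of the genes compared between TAN and NN, 4 rose and 10 fell within the arrays of low background (adjusted p = 0.0205).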

Peroxidase activity genes were down-regulated in TAN compared to NN (Fig. 4). Although the NADPH oxidase complex genes [21] were not significantly changed in the different neutrophil populations, we noted a trend toward down-regulation of several genes in this pathway, i.e. neutrophilic cytosolic factors 1 (p47phox) and 2 (p67phox), as well as RAC-1 and RAC-2 in TAN, compared to NN. Furthermore, we found a significant down-regulation of the fMLP signaling pathway, and its related ERK-1/ERK-2 MAPK signaling pathway, in TAN, compared both to naïve neutrophils (Fig. 4) and to splenic G-MDSC (Fig. 5).

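The NADPH oxidase makes superoxide for the respiratory burst. Of 8 measured genes of the complex and its activators, 1 rose and 7 fell (1 up and 7 down when adjusted over the list alone, camera adjusted p = 0.00789, and adjusted p = 0.0566 with an estimated correlation) in TAN relative to NN. In G-MDSC against NN, 1 rose, 4 fell and 3 were not called (1 up and 5 down when adjusted over the list alone, camera adjusted p = 0.0925), and the list was called lower within the arrays of high background (adjusted p = 0.0192), with TAN 3 as the only TAN (0.0199) and with only the 2 groups compared. Ncf1 (p47phox) fell by 3.22 (standard error 0.23, adjusted p = 8.0e-09), and Rac1 and Rac2 fell by 2.55 (standard error 0.43, adjusted p = 8.6e-05) and fell by 4.81 (standard error 0.62, adjusted p = 5.7e-06) in TAN. The membrane subunit genes Cyba and Cybb fell by 1.15 (standard error 0.14, adjusted p = 2.0e-06) and 0.86 (standard error 0.09, adjusted p = 8.7e-07). Vav1, an activator of Rac, rose by 0.95 (standard error 0.12, adjusted p = 3.6e-06). Taking TAN 3 alone, the log2 fold changes of Ncf1, Rac1 and Rac2 were -2.17, -0.35 and -1.67, and without TAN 3 those of Rac1 and Rac2 were -3.30 and -5.84. Of the list, 1 rose and 6 fell within the arrays of low background (adjusted p = 0.0135). Rac1 and Cybb were above background in 2 of 4 TAN.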

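The peptide fMLP acts on neutrophils through G protein-coupled receptors, phospholipase C and MAP kinases. With TAN 1 to TAN 3, of 28 genes of these pathways, 4 rose, 14 fell and 10 were not called (4 up and 14 down when adjusted over the list alone, camera adjusted p = 0.00979, and adjusted p = 0.135 with an estimated correlation) in TAN relative to NN. Relative to G-MDSC, 6 rose, 13 fell and 9 were not called (6 up and 13 down when adjusted over the list alone, camera adjusted p = 0.00807, and adjusted p = 0.130 with an estimated correlation). Mapk14, which encodes the MAP kinase p38α, fell by 4.48 (standard error 0.49, adjusted p = 2.2e-06) relative to NN and fell by 4.00 (standard error 0.55, adjusted p = 3.6e-05) relative to G-MDSC. Gnb1, a G protein subunit gene, fell by 2.89 (standard error 0.74, adjusted p = 0.00357) and fell by 2.53 (standard error 0.82, adjusted p = 0.0171) in the same comparisons, and Nfatc1 fell by 2.01 (standard error 0.24, adjusted p = 5.3e-06) and fell by 2.69 (standard error 0.27, adjusted p = 2.0e-06). The receptor gene Fpr2 had log2 fold changes of -0.15 (standard error 0.13, adjusted p = 0.319) and 0.10 (standard error 0.14, adjusted p = 0.562). Itgb1, an integrin gene, rose by 0.66 (standard error 0.14, adjusted p = 9.3e-04) relative to NN.
With all 4 TAN, 5 rose, 14 fell and 9 were not called (5 up and 14 down when adjusted over the list alone, camera adjusted p = 0.0107, and adjusted p = 0.141 with an estimated correlation) relative to NN and 5 rose, 13 fell and 10 were not called (5 up and 14 down when adjusted over the list alone, camera adjusted p = 0.00773, and adjusted p = 0.129 with an estimated correlation) relative to G-MDSC. TAN 4 alone had log2 signals of 9.10 for Mapk14 and 8.61 for Gnb1, and TAN 3 had 11.33 and 12.68. Taking TAN 3 alone, Gnb1 was not called relative to NN (log2 fold change 0.34) and was called higher than in G-MDSC (0.69, adjusted p = 0.0350). Leaving out TAN 3 gave -4.27 and -3.91 for Gnb1 and -5.24 and -4.76 for Mapk14 in the 2 comparisons, and with the background level as a block Gnb1 was not called relative to G-MDSC (adjusted p = 0.0731). Itgb1 was not called relative to NN with TAN 3 as the only TAN (adjusted p = 0.0570). The paper gives no reason for showing TAN 1 to TAN 3 in Figs. 4 and 5. With a block for the background level, 1 rose and 10 fell relative to G-MDSC (camera adjusted p = 0.00176). Itgb1 was above background in 6 of 7 NN.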

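Toll-like receptors bind bacterial and viral products and act through the adaptor Myd88. Of 31 genes of this signalling, 17 rose, 1 fell and 13 were not called (17 up and 1 down when adjusted over the list alone, camera adjusted p = 5.2e-06) in G-MDSC relative to NN. Tlr1 rose by 3.49 (standard error 0.14, adjusted p = 3.0e-11), Tlr4, the receptor for lipopolysaccharide, by 1.54 (standard error 0.19, adjusted p = 7.5e-06), and Myd88 by 1.49 (standard error 0.12, adjusted p = 4.5e-08). The mean log2 signal in NN was 7.70 ± 0.14 (SD, n = 7) for Tlr1, 9.51 ± 0.33 (SD, n = 7) for Tlr4 and 13.35 ± 0.14 (SD, n = 7) for Myd88. Irak3, which restrains the signalling, fell by 0.73 (standard error 0.13, adjusted p = 3.6e-04). Of these genes, 16 rose and 1 fell with the background level as a block (camera adjusted p = 7.6e-06).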

Expression of Toll-like receptor (TLR) signaling genes were low in NN, with marked up-regulation in G-MDSC (Fig. 6). Some of these genes were also up-regulated in TAN compared to NN (i.e. TLR-1, TLR-4 and IRAK-2), but as a group of genes, there were not up-regulated in TAN. 

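For TAN relative to NN, Tlr1 and Tlr4 rose by 3.07 (standard error 0.14, adjusted p = 3.3e-11) and 1.98 (standard error 0.19, adjusted p = 1.8e-07), and Irak2, a kinase gene downstream of the receptors, by 1.36 (standard error 0.14, adjusted p = 5.1e-07). Irak2 had a log2 fold change of 0.07 (standard error 0.14, adjusted p = 0.726) in G-MDSC relative to NN. Of the 31 genes of the group, 20 rose, 8 fell and 3 were not called (20 up and 8 down when adjusted over the list alone, camera adjusted p = 0.0227, and adjusted p = 0.0628 with an estimated correlation) in TAN. The camera call was lost without TAN 3 (adjusted p = 0.0566), with array weights and with the mean over the probes of a gene. Tlr13 and Tlr8 fell by 2.00 (standard error 0.47, adjusted p = 0.00145) and 1.07 (standard error 0.25, adjusted p = 0.00146). Both were not called with TAN 3 as the only TAN (log2 fold changes 0.12 and -1.14), and Tlr13 had one of -2.71 without TAN 3. Between TAN and G-MDSC, 11 rose, 10 fell and 10 were not called (11 up and 10 down when adjusted over the list alone, camera adjusted p = 0.393), with a median log2 fold change of -0.01. Tlr8 was above background in 1 of 4 TAN.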

There was no change between the different populations in the PMA-stimulated respiratory burst pathway genes (PKC genes).

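Protein kinase C isoforms carry the signal of PMA to the oxidase. Of 7 isoform genes, 1 rose, 4 fell and 2 were not called (1 up and 4 down when adjusted over the list alone, camera adjusted p = 0.128) in TAN relative to NN. In G-MDSC relative to NN, 1 rose, 3 fell and 3 were not called (1 up and 4 down when adjusted over the list alone, camera adjusted p = 0.761), and between TAN and G-MDSC, none rose, 2 fell and 5 were not called (0 up and 2 down when adjusted over the list alone, camera adjusted p = 0.0808), called without G-MDSC 2 (adjusted p = 0.0489). Prkcb, the β isoform, fell by 1.88 (standard error 0.12, adjusted p = 2.5e-09) in TAN relative to NN and fell by 0.63 (standard error 0.12, adjusted p = 7.7e-04) in G-MDSC, though not with median scaling (log2 fold change -0.35). Prkch, the η isoform, rose by 1.59 (standard error 0.17, adjusted p = 1.5e-06) in G-MDSC. Prkcd, the δ isoform, fell by 0.34 (standard error 0.12, adjusted p = 0.0204) in TAN. This call was lost without TAN 1 or TAN 2 and with the background level as a block (adjusted p = 0.0527), within the arrays of low background (adjusted p = 0.101), with plain background subtraction, with replicate number as a block and with TAN 3 as the only TAN (adjusted p = 0.0848), and with median scaling the log2 fold change was 0.14. Prkch was above background in 5 of 7 NN.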

#### Granule proteins

Neutrophils contain effector granule proteins, stored in primary, secondary and tertiary granules [22]. Although these proteins were not differently expressed as a group, we found that several of these proteins were up-regulated in NN, and to a lesser extent in G-MDSC, compared to TAN where their expression levels were very low. 

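Neutrophils pack their granules in order, the primary at the promyelocyte stage, then the secondary and the tertiary. Of 14 primary granule genes, 3 rose, 8 fell and 3 were not called (3 up and 8 down when adjusted over the list alone, camera adjusted p = 0.00593, and adjusted p = 0.126 with an estimated correlation) in TAN relative to NN. Of 20 secondary granule genes 1 rose, 16 fell and 3 were not called (1 up and 16 down when adjusted over the list alone, camera adjusted p = 1.9e-08), and of 13 tertiary granule genes 4 rose, 8 fell and 1 was not called (4 up and 8 down when adjusted over the list alone, camera adjusted p = 0.0155, and adjusted p = 0.0737 with an estimated correlation). For G-MDSC relative to NN, 2 rose, 10 fell and 2 were not called (2 up and 10 down when adjusted over the list alone, camera adjusted p = 1.1e-05) for the primary, 4 rose, 9 fell and 7 were not called (4 up and 9 down when adjusted over the list alone, camera adjusted p = 0.0169, and adjusted p = 0.0737 with an estimated correlation) for the secondary, and 1 rose, 4 fell and 8 were not called (1 up and 4 down when adjusted over the list alone, camera adjusted p = 0.0720) for the tertiary granules. Between TAN and G-MDSC, none rose, 17 fell and 3 were not called (0 up and 17 down when adjusted over the list alone, camera adjusted p = 7.1e-10) for the secondary granules. The call for the tertiary granules in TAN was lost with TAN 3 as the only TAN (adjusted p = 0.0688), and one in G-MDSC was made without G-MDSC 3 (adjusted p = 0.0484). The call for the secondary granules in G-MDSC was lost with replicate number as a block. The mean log2 signal of the secondary granule genes was 10.64, 10.65, 11.12 and 10.65 in TAN 1 to TAN 4.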

Some of the primary granule genes were significantly and markedly elevated only in NN (i.e. MPO, Proteinase-3 and Cathepsin-G). 

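Mpo had a mean log2 signal of 7.96 ± 0.67 (SD, n = 4) in G-MDSC and 7.17 ± 0.20 (SD, n = 4) in TAN. Prtn3, which encodes the serine protease proteinase 3, had 11.63 ± 0.60 (SD, n = 7) in NN, 8.67 ± 0.41 (SD, n = 4) in G-MDSC and 8.11 ± 0.09 (SD, n = 4) in TAN. It fell by 2.96 (standard error 0.27, adjusted p = 2.6e-07) in G-MDSC and fell by 3.52 (standard error 0.27, adjusted p = 1.3e-08) in TAN relative to NN. Ctsg, which encodes cathepsin G, fell by 3.86 (standard error 0.22, adjusted p = 1.0e-09) and fell by 4.26 (standard error 0.22, adjusted p = 1.1e-10) in the same comparisons. Between TAN and G-MDSC, Mpo fell by 0.80 (standard error 0.31, adjusted p = 0.0357), while Prtn3 and Ctsg had log2 fold changes of -0.57 (standard error 0.30, adjusted p = 0.118) and -0.40 (standard error 0.24, adjusted p = 0.167). The Mpo call between TAN and G-MDSC was lost without G-MDSC 1 or TAN 4 and with the background level as a block (adjusted p = 0.173), with which Prtn3 was called (log2 fold change -1.27, adjusted p = 0.0302). Against these genes, Ctsc, whose product activates the granule proteases, rose by 0.72 (standard error 0.10, adjusted p = 3.8e-05) in G-MDSC and by 2.93 (standard error 0.10, adjusted p = 1.7e-12) in TAN. The neutrophil precursor markers, of which these granule genes are part, had list means of 11.09 to 11.61 in the NN, 9.56, 8.82, 8.87 and 9.00 in G-MDSC 1 to G-MDSC 4 and 7.52, 7.57, 8.21 and 7.61 in TAN 1 to TAN 4. Ctsg was above background in 3 of 4 G-MDSC and 1 of 4 TAN, and Ctsc in 5 of 7 NN. A lesser maturity of NN, which the paper names as an alternative for granule genes, was not tested apart from these falls.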

Interestingly, there was no significant difference in the expression of neutrophil elastase (ELA-2) between the 3 groups of neutrophils. 

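Elane, which encodes neutrophil elastase, had a mean log2 signal of 11.63 ± 0.49 (SD, n = 7) in NN, 7.41 ± 0.46 (SD, n = 4) in G-MDSC and 6.76 ± 0.19 (SD, n = 4) in TAN. Relative to NN it fell by 4.21 (standard error 0.24, adjusted p = 1.4e-09) in G-MDSC and fell by 4.86 (standard error 0.24, adjusted p = 9.5e-11) in TAN. Between TAN and G-MDSC its log2 fold change was -0.65 (standard error 0.27, adjusted p = 0.0524). Every NN lay above every G-MDSC and every TAN. Within the arrays of high background the log2 fold change of Elane in G-MDSC was -3.94, and within those of low background that in TAN was -4.90.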

Several secondary granule genes (e.g. MMP-8, CAMP, lactoferrin and NGAL), and most tertiary granule genes (e.g. CD11b, MMP-9 and PGLYRP), were markedly up-regulated in NN, and to some extent also in G-MDSC, compared to TAN.

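Among the secondary granule genes, Mmp8, a neutrophil collagenase, fell by 4.34 (standard error 0.18, adjusted p = 1.2e-11) in TAN relative to NN and fell by 2.06 (standard error 0.20, adjusted p = 6.9e-07) relative to G-MDSC. Camp fell by 5.87 (standard error 0.18, adjusted p = 3.8e-13) relative to NN. Ltf (lactoferrin) fell by 3.90 (standard error 0.17, adjusted p = 1.9e-11) relative to NN and fell by 3.57 (standard error 0.19, adjusted p = 1.1e-09) relative to G-MDSC, and Lcn2 (NGAL) fell by 1.21 (standard error 0.13, adjusted p = 5.2e-07) and 1.17 (standard error 0.14, adjusted p = 5.4e-06). In G-MDSC against NN, Mmp8 and Camp fell by 2.28 (standard error 0.18, adjusted p = 5.5e-08) and 1.31 (standard error 0.18, adjusted p = 2.5e-05), while Ltf and Lcn2 had log2 fold changes of -0.33 (standard error 0.17, adjusted p = 0.147) and -0.03 (standard error 0.13, adjusted p = 0.872). Among the tertiary granule genes, Itgam (CD11b) fell by 2.63 (standard error 0.30, adjusted p = 1.5e-06) in TAN relative to NN and Pglyrp1, a peptidoglycan recognition protein gene, fell by 1.55 (standard error 0.11, adjusted p = 5.4e-09). Mmp9 fell by 1.00 (standard error 0.09, adjusted p = 3.1e-07) in G-MDSC, where Itgam and Pglyrp1 had log2 fold changes of -0.47 (standard error 0.30, adjusted p = 0.242) and -0.19 (standard error 0.11, adjusted p = 0.184). Itgam was called there with the background level as a block (-1.25, adjusted p = 0.00880), and with TAN 3 as the only TAN so were Ltf and Pglyrp1 (adjusted p = 0.0377 and 0.0256), which were also called with array weights and with only the 2 groups compared, and Ltf with median scaling. In TAN 1 to TAN 4, the log2 signal of Itgam was 7.04, 7.04, 7.33 and 7.07 and that of Ltf 11.90, 11.61, 12.67 and 11.89.

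**Figure D3:**
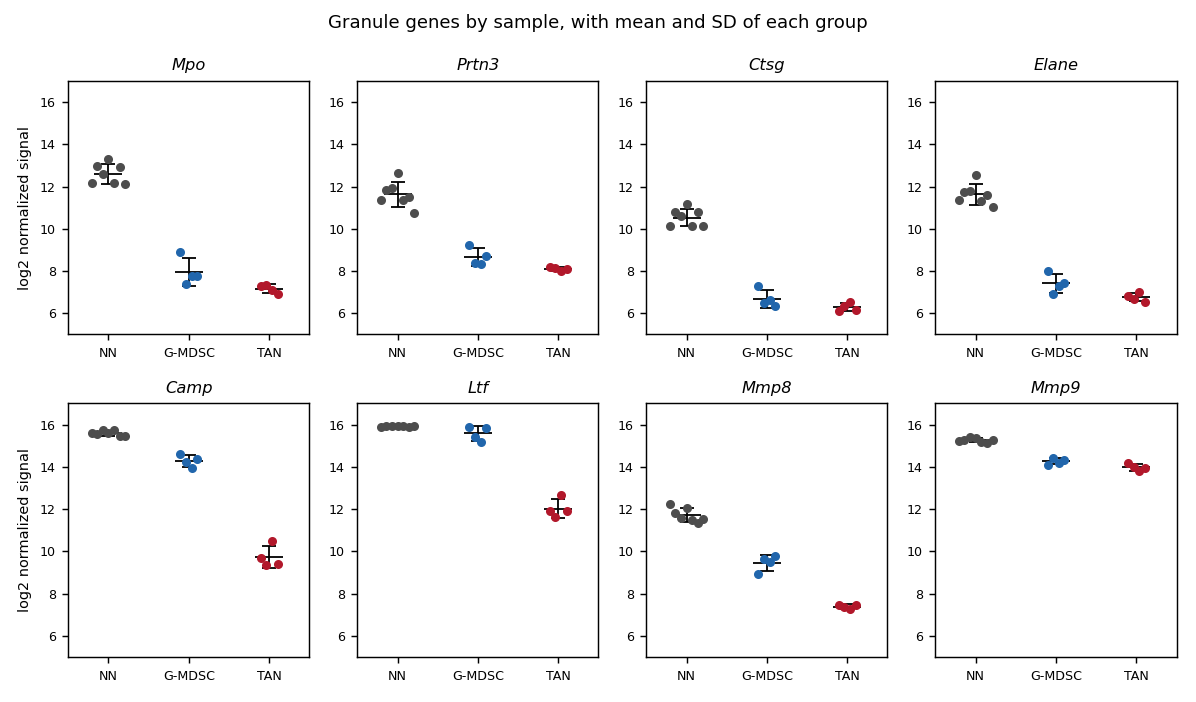
Log2 signal (y axis) of 8 granule genes, one panel each, in every NN, G-MDSC and TAN (points) with the group means (bars). The NN lie above the TAN in Camp, with means of 15.59 and 9.72.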

#### Phagocytosis

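Phagocytosis uses receptors for antibody and complement, the kinases behind them and the proteins that carry the phagosome. Of 30 such genes, 10 rose, 6 fell and 14 were not called (10 up and 6 down when adjusted over the list alone, camera adjusted p = 0.311) in G-MDSC relative to NN. In TAN against NN, 13 rose, 9 fell and 8 were not called (13 up and 10 down when adjusted over the list alone, camera adjusted p = 0.883), and relative to G-MDSC, 10 rose, 8 fell and 12 were not called (10 up and 8 down when adjusted over the list alone, camera adjusted p = 0.551), with a median log2 fold change 0.12 and a mean of -0.01. Fcgr1, a receptor for immunoglobulin G, rose by 1.10 (standard error 0.21, adjusted p = 6.1e-04) in G-MDSC and 3.68 (standard error 0.21, adjusted p = 5.1e-10) in TAN. Within the arrays of high background Fcgr1 was not called in G-MDSC (adjusted p = 0.0624). C1qb, a complement gene made by macrophages, rose by 2.77 (standard error 0.24, adjusted p = 5.8e-08) in TAN. Itgb2, which encodes the chain shared by the β2 integrins, fell by 4.01 (standard error 0.45, adjusted p = 1.3e-06), and Anxa1, which encodes annexin A1, fell by 3.38 (standard error 0.14, adjusted p = 9.5e-12). The log2 signal of Itgb2 was 9.88 in TAN 3 against 6.63, 6.66 and 7.18 in TAN 1, 2 and 4, and without TAN 3 its log2 fold change was -4.79. Fcgr1 and C1qb are also macrophage markers, of which 15 of 20 rose and none fell in TAN relative to NN, with a median log2 fold change of 2.71. With TAN 3 as the only TAN, 13 rose and 7 fell (camera adjusted p = 0.0395).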

We found no clear changes in the pathways and genes related to phagocytosis, as clustered by Theilgaard-Monch et. al. [22]. 

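Of 32 genes of proteolysis and fibrinolysis, 19 rose, 5 fell and 8 were not called (19 up and 5 down when adjusted over the list alone, camera adjusted p = 0.00445, and adjusted p = 0.0737 with an estimated correlation) in TAN relative to NN. Relative to G-MDSC, 18 rose, 4 fell and 10 were not called (18 up and 4 down when adjusted over the list alone, camera adjusted p = 7.1e-04). Mmp13 and Mmp14, which encode a collagenase and a membrane-bound activator of other matrix proteases, rose by 5.74 (standard error 0.18, adjusted p = 4.8e-13) and 5.20 (standard error 0.15, adjusted p = 2.3e-13) relative to NN. Timp1, an inhibitor of matrix proteases, rose by 3.92 (standard error 0.15, adjusted p = 3.2e-12), and Plaur, the urokinase receptor gene of fibrinolysis, by 2.35 (standard error 0.23, adjusted p = 2.8e-07). Plau, the urokinase gene, rose by 1.14 (standard error 0.31, adjusted p = 0.00459). Against the list, Timp3, another inhibitor, fell by at least 5.76-fold (adjusted p = 1.1e-09) and Timp2 fell by 1.70 (standard error 0.25, adjusted p = 2.2e-05). In G-MDSC relative to NN, 7 rose, 5 fell and 20 were not called (7 up and 5 down when adjusted over the list alone, camera adjusted p = 0.761), with a median log2 fold change 0.03 and a mean of -0.04. Mmp12 and Ctsk of this list are also macrophage markers, and Ctsk rose by 4.78 (standard error 0.17, adjusted p = 2.2e-12) in TAN. Timp1 was above background in 3 of 7 NN.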

Interestingly, genes related to proteolysis (e.g. MMP-13/14 and TIMP-1) and fibrinolysis were up-regulated in TAN.

#### Apoptosis

Given data that TAN appear to persist longer than circulating neutrophils [23], we further evaluated some gene-groups related to apoptosis, in both the intrinsic (mitochondrial) and extrinsic (cytosolic, death receptor signaling) pathways [24]. 

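Apoptosis is set by receptors at the cell surface, by the Bcl2 family at the mitochondria and by damage signals. In TAN relative to NN, the medians of the apoptosis lists were -0.09 for 17 genes of p53 and DNA damage, 0.56 for 16 of the extrinsic pathway and 0.14 for 6 BH3-only genes. For 6 anti-apoptotic Bcl2 family genes, 5 rose and 1 fell (5 up and 1 down when adjusted over the list alone, camera adjusted p = 0.120), called with TAN 3 as the only TAN (adjusted p = 0.0257). For G-MDSC relative to NN, 3 rose, 1 fell and 2 were not called (4 up and 2 down when adjusted over the list alone, camera adjusted p = 0.111), and between TAN and G-MDSC 1 rose, 1 fell and 4 were not called (1 up and 1 down when adjusted over the list alone, camera adjusted p = 0.883). Bcl2a1c, a survival gene induced by NF-κB, rose by 2.53 (standard error 0.29, adjusted p = 3.2e-06) in G-MDSC and by 3.01 (standard error 0.29, adjusted p = 1.8e-07) in TAN. Bcl2l1, which encodes BCL-XL, fell by 2.65 (standard error 0.30, adjusted p = 1.4e-06) in TAN, while its 2 other probes were called higher.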

As a whole, there was no significant difference in the apoptosis-related genes and pathways between the 3 populations. All three populations of neutrophils had comparably low levels of genes related to the p53-DNA damage pathway (e.g. p53, MDM-2, ATR, CHEK-1/2 etc.). 

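Of 17 genes of p53 and DNA damage, 3 rose, 4 fell and 10 were not called (3 up and 4 down when adjusted over the list alone, camera adjusted p = 0.843) in G-MDSC relative to NN. For TAN relative to NN, 6 rose, 7 fell and 4 were not called (6 up and 7 down when adjusted over the list alone, camera adjusted p = 0.464), and relative to G-MDSC, 6 rose, 6 fell and 5 were not called (6 up and 6 down when adjusted over the list alone, camera adjusted p = 0.639). The median log2 fold changes of the list were -0.16, -0.09 and 0.13, and the means 0.17, 0.15 and -0.02. Mdm2, which marks p53 for degradation, had a mean log2 signal of 12.23 ± 0.05 (SD, n = 7) in NN, 11.97 ± 0.16 (SD, n = 4) in G-MDSC and 11.54 ± 0.45 (SD, n = 4) in TAN. It fell by 0.69 (standard error 0.15, adjusted p = 7.0e-04) in TAN relative to NN, and its log2 fold change with TAN 3 as the only TAN was -0.15. The checkpoint kinase gene Chek1 was below background in all G-MDSC and TAN, and Chek2 had 6.89 ± 0.17 (SD, n = 7) in NN. Cdkn1a, a target of p53 and of other stress signals, rose by 2.80 (standard error 0.32, adjusted p = 3.9e-06) in G-MDSC. The p53 gene Trp53 and Atr were not analysed here.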

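In G-MDSC against NN, of 16 measured genes of death receptors, their ligands and their regulators, 7 rose, none fell and 9 were not called (7 up and 0 down when adjusted over the list alone, camera adjusted p = 0.00458). In TAN against NN, 9 rose, 5 fell and 2 were not called (9 up and 5 down when adjusted over the list alone, camera adjusted p = 0.395), and between TAN and G-MDSC, 7 rose, 6 fell and 3 were not called (7 up and 6 down when adjusted over the list alone, camera adjusted p = 0.734), with a median log2 fold change 0.25 and a mean of -0.11. Fas, a death receptor gene, rose by 1.05 (standard error 0.12, adjusted p = 4.0e-06) in G-MDSC and by 1.31 (standard error 0.12, adjusted p = 1.3e-07) in TAN. Casp8, the initiator caspase of the pathway, rose by 1.41 (standard error 0.16, adjusted p = 1.0e-06) in TAN. Tnfrsf1a, which encodes the receptor for TNF-α, fell by 3.09 (standard error 0.23, adjusted p = 1.1e-08) in TAN, and its log2 signal was 8.35, 8.21, 8.56 and 7.80 in TAN 1 to TAN 4. Among inhibitors, Birc3 rose by 0.95 (standard error 0.17, adjusted p = 3.1e-04) in G-MDSC. Tnfsf10 (TRAIL) and Casp10 were not analysed here.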

There was also no clear unidirectional change in the pro-apoptotic and anti-apoptotic regulators of the extrinsic pathway (i.e. TRAIL, Caspase-10). The release of pro-apoptotic proteins from mitochondria, a critical checkpoint in the intrinsic pathway, is regulated by the Bcl-2 family [24]. 

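BH3-only proteins bind the survival members of the Bcl2 family and so start apoptosis at the mitochondria. Pmaip1 (NOXA) rose by 2.28 (standard error 0.18, adjusted p = 5.3e-08) in G-MDSC relative to NN, Bid by 1.05 (standard error 0.12, adjusted p = 4.6e-06), and Bbc3 (PUMA) by 0.83 (standard error 0.25, adjusted p = 0.0146). Bcl2l11 (BIM) had a log2 fold change of 0.87 (standard error 0.35, adjusted p = 0.0622), with every G-MDSC above every NN, and 2 of its 4 probes were called higher. Bad, which binds BCL-2 and BCL-XL, had -0.21 (standard error 0.11, adjusted p = 0.153). Of the 6 genes, 4 rose, none fell and 2 were not called (5 up and 0 down when adjusted over the list alone, camera adjusted p = 0.0220, and adjusted p = 0.0976 with an estimated correlation). Within the arrays of high background Bcl2l11 was called (log2 fold change 1.12, adjusted p = 7.5e-04), as it was with TAN 3 as the only TAN (adjusted p = 2.0e-05), median scaling, array weights and only the 2 groups compared. With the background level as a block, Bbc3 was not (adjusted p = 0.0553), nor was it with replicate number as a block.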

G-MDSC neutrophils had a clear up-regulation in all pro-apoptotic BH3-only genes, important regulators of this process (i.e. BIM, NOXA, PUMA and BID). We could not find a clear change in this pathway in TAN towards either a pro- or anti-apoptotic direction. In contrast, we found up-regulation of several anti-apoptotic members of the NF-κB family (e.g. IEX-1, SOD-2, GADD-45b and BCL-2A1), in TAN compared to both NN and G-MDSC, whereas the changes in pro-apoptotic members of this family varied.

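In TAN relative to NN, of the 6 BH3-only genes, 1 rose, 1 fell and 4 were not called (1 up and 1 down when adjusted over the list alone, camera adjusted p = 0.867). Bbc3 rose by 0.89 (standard error 0.25, adjusted p = 0.00521) and Bid fell by 0.78 (standard error 0.12, adjusted p = 3.9e-05). Pmaip1 had a log2 fold change of -0.25 (standard error 0.18, adjusted p = 0.248) and Bcl2l11 one of 0.64 (standard error 0.35, adjusted p = 0.125). Among the anti-apoptotic genes, Bcl2 rose by 1.18 (standard error 0.25, adjusted p = 7.2e-04) and Mcl1 by 0.71 (standard error 0.09, adjusted p = 3.9e-06). Relative to G-MDSC, Pmaip1 fell by 2.52 (standard error 0.20, adjusted p = 8.1e-08) and Bid fell by 1.83 (standard error 0.14, adjusted p = 4.6e-08). Taking TAN 3 alone, Bbc3 and Bcl2 were not called (log2 fold changes -0.32 and 0.55) and Bcl2l11 was called higher than in NN (2.29, adjusted p = 3.9e-07). Bcl2 was above background in 5 of 7 NN.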

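Ier3 (IEX-1) rose by 4.81 (standard error 0.12, adjusted p = 3.7e-14) in TAN relative to NN and by 1.03 (standard error 0.13, adjusted p = 1.1e-05) relative to G-MDSC. Sod2, the mitochondrial superoxide dismutase, rose by 2.82 (standard error 0.15, adjusted p = 2.8e-10) and 2.08 (standard error 0.17, adjusted p = 1.3e-07) in the same comparisons, and Gadd45b, a stress-response gene, by 4.30 (standard error 0.20, adjusted p = 5.0e-11) and 1.44 (standard error 0.23, adjusted p = 7.5e-05). Bcl2a1d, a member of the BCL-2A1 family, rose by 2.65 (standard error 0.30, adjusted p = 1.5e-06) relative to NN and had a log2 fold change of 0.53 (standard error 0.34, adjusted p = 0.195) relative to G-MDSC. Its log2 signal in TAN 3 was 10.86, and 8.73, 8.81 and 8.75 in the other TAN. Of 16 anti-apoptotic NF-κB targets, 11 rose, 3 fell and 2 were not called (11 up and 3 down when adjusted over the list alone, camera adjusted p = 0.00492, and adjusted p = 0.0776 with an estimated correlation) in TAN relative to NN. Relative to G-MDSC, 7 rose, 5 fell and 4 were not called (7 up and 5 down when adjusted over the list alone, camera adjusted p = 0.883), and in G-MDSC relative to NN, 12 rose, 1 fell and 3 were not called (12 up and 2 down when adjusted over the list alone, camera adjusted p = 4.6e-07). Against the list, Bcl2l1, Birc2 and Traf2 fell in TAN relative to NN, and Fth1, a ferritin gene, fell by 0.25 (standard error 0.07, adjusted p = 0.00952) in G-MDSC, a call lost with the background level as a block (adjusted p = 0.0563), plain background subtraction, median scaling and replicate number as a block. Birc2 and Traf2 were not called with TAN 3 as the only TAN (adjusted p = 0.655 and 0.206), and the call of Traf2 was also lost with the background level as a block (adjusted p = 0.0729), median scaling and replicate number as a block. Bcl2a1a and Bcl2a1b were not analysed here. Of the 16 NF-κB targets, 12 are in other lists too. Ier3 and Gadd45b are also immediate early and stress genes. Relative to NN, preparation and population cannot be told apart for such genes, since spleens and tumors were digested and marrow was flushed.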

#### Neutrophils as Antigen Presenting Cells

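MHC class II molecules display peptides to helper T cells, and Ciita is the transcription factor that switches their genes on. Ciita rose by 2.67 (standard error 0.15, adjusted p = 1.0e-09) in G-MDSC and by 2.35 (standard error 0.15, adjusted p = 1.5e-09) in TAN relative to NN. Of 11 MHC class II genes, all 11 rose (11 up and 0 down when adjusted over the list alone, camera adjusted p = 1.3e-09) in G-MDSC. Of 18 genes of MHC class I presentation, which displays peptides from inside the cell, 6 rose, none fell and 12 were not called (6 up and 0 down when adjusted over the list alone, camera adjusted p = 0.0121, and adjusted p = 0.317 with an estimated correlation). Of 7 co-stimulation genes, 5 rose, none fell and 2 were not called (6 up and 0 down when adjusted over the list alone, camera adjusted p = 4.2e-04). For TAN relative to NN, 6 rose, 7 fell and 5 were not called (6 up and 7 down when adjusted over the list alone, camera adjusted p = 0.842) for MHC class I presentation, and with TAN 3 as the only TAN 12 rose and none fell (camera adjusted p = 1.9e-04). Without TAN 3 and G-MDSC 1 this list was called lower in TAN. MHC class II genes are also expressed by B cells, whose markers had list means of 10.21, 7.60, 7.58 and 7.78 in G-MDSC 1 to G-MDSC 4.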

We found up-regulation in pathways related to the role of neutrophils as antigen presenting cells (APC's) to be a major change in G-MDSC and TAN. When comparing G-MDSC to NN, many of the up-regulated genes and pathways were related to APC function, including general antigen processing and presentation genes, those specifically related to presentation of exogenous peptides (e.g. CD74, Cd1d-1, Psme1, etc.), all six MHC-II protein complex genes (i.e. H2-DMa/DMb1/Aa/Ea/Ab1/Eb1) and Toll-like receptor pathway genes (i.e. TLR-2/6, Fos, Myd88, Jun, etc.) 

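Cd74, which encodes the invariant chain of MHC class II, rose by 2.64 (standard error 0.26, adjusted p = 7.7e-07) in G-MDSC relative to NN. Cd1d1, which presents lipids, rose by 1.18 (standard error 0.10, adjusted p = 1.3e-07), and Psme1, an activator of the proteasome, by 0.41 (standard error 0.10, adjusted p = 0.00590). The class II genes H2-Aa, H2-Ab1, H2-Ea and H2-Eb1 rose by 1.48 (standard error 0.21, adjusted p = 4.1e-05), 3.11 (standard error 0.18, adjusted p = 2.0e-09), 3.43 (standard error 0.16, adjusted p = 1.6e-10) and 3.25 (standard error 0.18, adjusted p = 9.9e-10). H2-DMa and H2-DMb1, which load peptides, rose by 2.34 (standard error 0.24, adjusted p = 8.9e-07) and 3.04 (standard error 0.16, adjusted p = 6.1e-10). In G-MDSC 1 to G-MDSC 4, the log2 signal of H2-Ab1 was 14.85, 14.26, 14.18 and 14.73. Of the Toll-like receptor pathway, Tlr2 rose by 0.74 (standard error 0.22, adjusted p = 0.0145), Tlr6 by 1.76 (standard error 0.10, adjusted p = 9.1e-10), and Fos, a subunit gene of the transcription factor AP-1, by 2.74 (standard error 0.25, adjusted p = 3.2e-07). Its partner gene Jun rose as well, with a mean log2 signal of 7.00 ± 0.23 (SD, n = 7) in NN and 9.75 ± 0.39 (SD, n = 4) in G-MDSC, as did the adaptor gene Myd88 with 13.35 ± 0.14 (SD, n = 7) and 14.84 ± 0.23 (SD, n = 4). The call for Tlr2 was lost without G-MDSC 1 and with replicate number as a block, and that for Psme1 within the arrays of high background (adjusted p = 0.0684). Without G-MDSC 1, 10 MHC class II genes rose (camera adjusted p = 4.6e-09). H2-Aa was above background in 1 of 7 NN.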

(Fig. 6). 

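With TAN 1 to TAN 3, of the MHC class II genes 8 rose, 1 fell and 2 were not called (8 up and 1 down when adjusted over the list alone, camera adjusted p = 9.1e-04, and adjusted p = 0.146 with an estimated correlation) in TAN relative to NN. H2-Ab1 rose by 4.29 (standard error 0.21, adjusted p = 3.5e-10), H2-DMa by 4.41 (standard error 0.27, adjusted p = 3.8e-09) and Cd74 by 2.77 (standard error 0.26, adjusted p = 4.8e-07). Against the list, H2-DMb2 fell by 1.16 (standard error 0.34, adjusted p = 0.00864), though not with TAN 3 as the only TAN (log2 fold change 0.26), and its log2 fold change without TAN 3 was -1.93. Of the genes of MHC class I presentation, 5 rose, 6 fell and 7 were not called (6 up and 6 down when adjusted over the list alone, camera adjusted p = 0.988). Psmb10, a subunit of the immunoproteasome, rose by 3.60 (standard error 0.17, adjusted p = 2.2e-10), and Cd1d1 had a log2 fold change of 0.16 (standard error 0.11, adjusted p = 0.221). Of the Toll-like receptor genes, 18 rose, 7 fell and 6 were not called (20 up and 7 down when adjusted over the list alone, camera adjusted p = 0.0203, and adjusted p = 0.0602 with an estimated correlation).
Over all 4 TAN, 8 rose, 1 fell and 2 were not called (8 up and 1 down when adjusted over the list alone, camera adjusted p = 0.00140, and adjusted p = 0.149 with an estimated correlation) for MHC class II, and Psme1 rose by 1.26 (standard error 0.10, adjusted p = 3.6e-08). TAN 4 alone had log2 signals of 15.90 for H2-Ab1, 15.88 for Cd74 and 12.60 for Psmb10. The paper gives no reason for the 3 TAN in its plot. Within the arrays of low background, 8 class II genes rose and 1 fell (adjusted p = 0.00121). Macrophages also express class II genes, and the macrophage markers of TAN 1 to TAN 4 lay at list means above those of every NN, of which the highest was 9.11. H2-DMb2 was above background in 1 of 4 TAN.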

The same groups and pathways of genes, except for the Toll-like receptor pathways were also significantly up-regulated when TAN were compared to NN (Fig. 4). 

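Between TAN 1 to TAN 3 and G-MDSC, of 11 MHC class II genes 5 rose, 3 fell and 3 were not called (5 up and 3 down when adjusted over the list alone, camera adjusted p = 0.849), with a median log2 fold change of 0.35. H2-DMa rose by 2.07 (standard error 0.30, adjusted p = 5.4e-05) and H2-Oa, whose product restrains peptide loading, fell by 2.36 (standard error 0.30, adjusted p = 1.7e-05). Of the genes of MHC class I presentation, 5 rose, 6 fell and 7 were not called (5 up and 6 down when adjusted over the list alone, camera adjusted p = 0.134). H2-Q8 fell by 3.82 (standard error 0.71, adjusted p = 4.9e-04) and Psmb10 rose by 2.67 (standard error 0.18, adjusted p = 6.7e-08).
With all 4 TAN, 6 rose, 3 fell and 2 were not called (6 up and 3 down when adjusted over the list alone, camera adjusted p = 0.778) for class II and 5 rose, 9 fell and 4 were not called (5 up and 10 down when adjusted over the list alone, camera adjusted p = 0.0717) for class I. TAN 4 alone had log2 signals of 14.18 for H2-DMa and 7.14 for H2-Q8, and TAN 3 had 11.53 for H2-Q8, whose log2 fold change without TAN 3 was -5.31. The paper gives no reason for showing TAN 1 to TAN 3 in Fig. 5. Without TAN 3 the class I list was called lower in TAN (adjusted p = 7.0e-04), as it was with median scaling (0.0101), array weights and replicate number as a block, and with TAN 3 as the only TAN it was called higher (camera adjusted p = 0.0343). Taking the background level as a block, 2 class I genes rose and 3 fell, and the log2 fold change of H2-DMa was 1.09. H2-Oa was above background in 1 of 4 TAN.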

There was no significant difference in these pathways between G-MDSC and TAN (Fig. 5). Interestingly, the co-stimulatory molecules CD80 and CD86 were both up-regulated in the G-MDSC compared to NN, and further up-regulated in TAN.

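Cd80 and Cd86 encode the ligands of CD28, which T cells need beside the peptide signal. Cd80 rose by 0.88 (standard error 0.18, adjusted p = 0.00106) in G-MDSC relative to NN and by 0.97 (standard error 0.20, adjusted p = 8.7e-04) in TAN relative to G-MDSC. Cd86 rose by 1.62 (standard error 0.11, adjusted p = 8.3e-09) and 0.51 (standard error 0.12, adjusted p = 0.00228) in the same comparisons. The mean log2 signals in NN, G-MDSC and TAN were 7.72 ± 0.14 (SD, n = 7), 8.60 ± 0.36 (SD, n = 4) and 9.57 ± 0.46 (SD, n = 4) for Cd80, and 8.85 ± 0.13 (SD, n = 7), 10.47 ± 0.13 (SD, n = 4) and 10.97 ± 0.23 (SD, n = 4) for Cd86. Of the 7 co-stimulation genes, 5 rose, none fell and 2 were not called (5 up and 0 down when adjusted over the list alone, camera adjusted p = 0.0109, and adjusted p = 0.0771 with an estimated correlation) in TAN relative to G-MDSC, a call lost without TAN 3 (adjusted p = 0.0542). Cd274, whose product inhibits T cells, rose by 2.84 (standard error 0.18, adjusted p = 7.2e-09). Another probe of Cd86 was called lower in TAN than in G-MDSC, and Cd86 was not called with TAN 3 as the only TAN (log2 fold change 0.16).

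**Figure D4:**
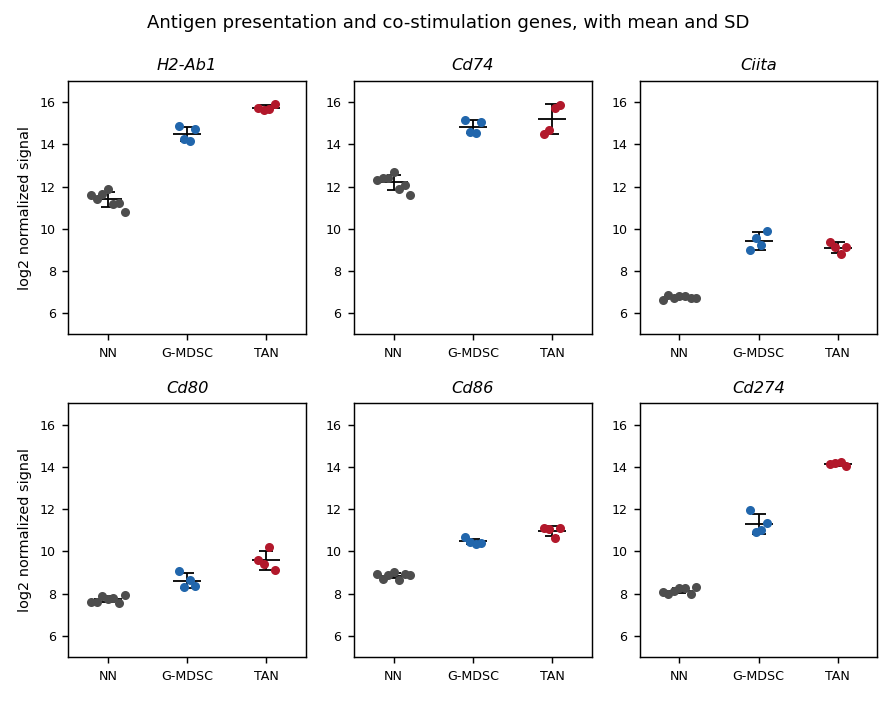
Log2 signal (y axis) of 6 genes of antigen presentation and co-stimulation, one panel each, in every NN, G-MDSC and TAN (points) with the group means (bars). In Cd80 and Cd86 every G-MDSC lies above every NN.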

#### Other immune effects and chemokines

Compared to naïve neutrophils, both TAN (Fig. 4) and G-MDSC (Fig. 6) were enriched in pathways related to immune responses and processes as a whole, inflammatory responses, cytokine activity (e.g. TNF-α, IL-1α, IL-1β, IL-12), and receptor binding. 

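Of 33 cytokine genes, 11 rose, 3 fell and 19 were not called (11 up and 3 down when adjusted over the list alone, camera adjusted p = 0.0217, and adjusted p = 0.136 with an estimated correlation) in G-MDSC relative to NN. With TAN 1 to TAN 3, 26 rose, 3 fell and 4 were not called (26 up and 3 down when adjusted over the list alone, camera adjusted p = 2.7e-05) in TAN relative to NN. Tnf rose by 2.26 (standard error 0.52, adjusted p = 0.00277) in G-MDSC and by 2.27 (standard error 0.58, adjusted p = 0.00366) in TAN. Il1b rose by 2.27 (standard error 0.15, adjusted p = 8.2e-09) and 2.36 (standard error 0.17, adjusted p = 2.9e-08). Il1a rose by 4.64 (standard error 0.21, adjusted p = 1.7e-10) in TAN and had a log2 fold change of 0.05 (standard error 0.25, adjusted p = 0.902) in G-MDSC. Il12a, a subunit of IL-12, rose by 0.76 (standard error 0.24, adjusted p = 0.0202) and 2.36 (standard error 0.16, adjusted p = 1.6e-08). Csf1, the growth factor of macrophages, rose by 2.68 (standard error 0.27, adjusted p = 9.1e-07) in G-MDSC. Against the list, Ebi3, Tgfb1 and Tnfsf13b fell in TAN, and Pdgfa, Pdgfb and Tnfsf13b in G-MDSC. Tnfsf13b, which encodes the B cell factor BAFF, fell by 1.76 (standard error 0.12, adjusted p = 1.4e-08) in TAN. Tgfb1 was called higher than in NN with TAN 3 as the only TAN (log2 fold change 0.76, adjusted p = 0.0218).
Over all 4 TAN, 25 rose, 3 fell and 5 were not called (25 up and 3 down when adjusted over the list alone, camera adjusted p = 7.1e-05). TAN 4 alone had log2 signals of 12.80 for Tnf, 10.05 for Il1a and 8.51 for Il12a. The paper gives no reason for showing 3 TAN in Fig. 4. The IL-12 subunit gene Il12b was not analysed here. Leaving out TAN 3, the log2 fold change of Tnf in TAN was 1.87. The call for the list in G-MDSC was lost without G-MDSC 1 (adjusted p = 0.0539), and that for Il12a in G-MDSC without G-MDSC 1 or 3 and with the background level as a block (adjusted p = 0.101) or replicate number as one. Il1a was above background in 6 of 7 NN and 3 of 4 G-MDSC.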

Although up-regulation of these immune-related genes were noted in G-MDSC, TAN were further enriched compared to G-MDSC in immune system responses and especially in chemotaxis (Fig. 5).

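With TAN 1 to TAN 3, of 33 cytokine genes 20 rose, 4 fell and 9 were not called (20 up and 4 down when adjusted over the list alone, camera adjusted p = 0.00287, and adjusted p = 0.0675 with an estimated correlation) in TAN relative to G-MDSC. Of 28 chemokine genes, 20 rose, 1 fell and 7 were not called (20 up and 1 down when adjusted over the list alone, camera adjusted p = 4.7e-07). Cxcl9, a T cell attractant induced by interferon γ, rose by 4.94 (standard error 0.18, adjusted p = 8.0e-11), and Il1a rose by 4.59 (standard error 0.23, adjusted p = 2.5e-09). Il1rn, which encodes the antagonist of the IL-1 receptor, rose by 1.84 (standard error 0.14, adjusted p = 1.3e-07). Of 16 receptors of chemokines and trafficking, 3 rose, 6 fell and 7 were not called (3 up and 6 down when adjusted over the list alone, camera adjusted p = 0.0367, and adjusted p = 0.104 with an estimated correlation). C5ar1, the receptor for complement C5a, fell by 2.77 (standard error 0.55, adjusted p = 8.1e-04). Against the lists, the chemokine gene Ccl6 fell by 3.19 (standard error 0.57, adjusted p = 3.5e-04), and Ebi3, Tgfb1, Tnfsf13b and Tnfsf14 fell. The log2 fold changes of Ccl6 and Tgfb1 were -0.99 and 0.14 with TAN 3 as the only TAN, and that of C5ar1 with all TAN was -3.43 without G-MDSC 1 and not called with the background level as a block (adjusted p = 0.0810). Leaving out TAN 3, Ccl6 had -3.81. The receptor list was called lower with all TAN (camera adjusted p = 0.0192, and adjusted p = 0.141 with an estimated correlation), though not without G-MDSC 1 (adjusted p = 0.0539) or with TAN 3 as the only TAN (adjusted p = 0.469). The receptor genes Cx3cr1, Cxcr3 and Ltb4r1 rose.
With all 4 TAN, 20 rose, 4 fell and 9 were not called (20 up and 4 down when adjusted over the list alone, camera adjusted p = 0.00581, and adjusted p = 0.0777 with an estimated correlation) for the cytokines and 20 rose, 1 fell and 7 were not called (20 up and 1 down when adjusted over the list alone, camera adjusted p = 1.1e-06) for the chemokines. TAN 4 alone had log2 signals of 12.60 for Cxcl9 and 13.44 for Il1rn. The paper gives no reason for showing 3 TAN in Fig. 5. Taking the background level as a block, 16 chemokines rose and 1 fell (camera adjusted p = 2.3e-07). Il1a was above background in 3 of 4 G-MDSC.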

One of the major changes in mRNA expression comparing the three neutrophil populations was in chemokine gene expression. 

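More than 5-fold rises in G-MDSC relative to NN were called for 104 genes, and the 6 chemokine genes among them were Cxcl2, Ccl3, Ccl4, Ccl5, Cxcl1 and Ccl9. Ccl5 rose 9.86-fold (log2 fold change 3.30, standard error 0.30, adjusted p = 2.7e-07), Cxcl1 by 3.00 (standard error 0.53, adjusted p = 2.9e-04) on the log2 scale, and Ccl9, an attractant of myeloid cells, 5.41-fold (log2 fold change 2.43, standard error 0.14, adjusted p = 1.4e-09). Without G-MDSC 1 the log2 fold change of Cxcl1 was 2.08, and within the arrays of high background it was not called (adjusted p = 0.0562). Beside them stood genes of the lectin receptor Clec4n (16.6-fold) and of the NF-κB regulator Nfkbiz (15.1-fold), with adjusted p values of 2.4e-11 and 2.3e-11. Cxcl1 was above background in 2 of 7 NN.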

Of the 51 genes significantly up-regulated by more than 5-fold in G-MDSC compared to NN (Fig. 2B), 4 were chemokines. Changes were even more prominent when comparing TAN to NN and G-MDSC. For example, of the 86 genes significantly up-regulated by more than 8-fold in TAN compared to G-MDSC, nine were chemokines. 

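More than 8-fold rises in TAN relative to G-MDSC were called for 87 genes, of which 10 were chemokine genes: Ccl8, Ccl12, Ccl7, Pf4, Cxcl16, Cxcl9, Cxcl1, Ccl17, Cxcl14 and Ccl2. Pf4, which encodes platelet factor 4 (CXCL4), rose 48.1-fold (log2 fold change 5.59, standard error 0.21, adjusted p = 2.0e-11), Cxcl16 36.4-fold (log2 fold change 5.19, standard error 0.13, adjusted p = 1.6e-13) and Ccl2 8.86-fold (log2 fold change 3.15, standard error 0.41, adjusted p = 1.3e-05). Relative to NN, 200 genes rose more than 8-fold in TAN, with 14 chemokine genes among them. The paper states that the rise of cytokines and chemokines was the most prominent difference of TAN from the other groups. Ccl8 and Ccl7 were above background in 1 of 4 G-MDSC, and Ccl12, Ccl17 and Ccl2 in 2.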

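Chemokines attract leukocytes through G protein-coupled receptors. The arrays held 28 chemokine genes with a kept probe. Of these, 10 rose, 5 fell and 13 were not called (10 up and 5 down when adjusted over the list alone, camera adjusted p = 0.0739) in G-MDSC relative to NN, with a median log2 fold change of 0.26, and the list was called higher without G-MDSC 1 (adjusted p = 0.0431), without G-MDSC 2 (0.0459) and without TAN 3 and G-MDSC 1. In TAN against NN 18 rose, 3 fell and 7 were not called (18 up and 3 down when adjusted over the list alone, camera adjusted p = 1.7e-05). Ccl24, an attractant of eosinophils, rose by 2.13 (standard error 0.16, adjusted p = 4.3e-08) in G-MDSC and by 3.78 (standard error 0.16, adjusted p = 1.8e-11) in TAN. Cxcl3, a neutrophil attractant, rose by at least 3.95-fold (adjusted p = 5.7e-08) in TAN. Ccl19, Cx3cl1, Xcl1 and Ccl11 were not called in either. Cxcl15, Ccl21a and Ccl27 were not analysed here. Ccl24 was above background in 3 of 7 NN.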

Figure 7 is a specific heatmap using all the 25 chemokines present on the microarray. 

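The signal of a chemokine gene in a cell population reflects how much of its mRNA the cells hold. Cxcl9, Ccl7 and Ccl12 had log2 fold changes in G-MDSC of 0.11 (standard error 0.15, adjusted p = 0.607), 0.25 (standard error 0.12, adjusted p = 0.125) and 0.19 (standard error 0.15, adjusted p = 0.352), while Cxcl9 rose by 5.01 (standard error 0.15, adjusted p = 2.1e-13) in TAN. Cxcl16 rose by 0.89 (standard error 0.12, adjusted p = 1.6e-05) in G-MDSC and by 6.08 (standard error 0.12, adjusted p = 2.1e-15) in TAN. The mean log2 signal of the chemokine genes was 7.47 to 7.75 in the NN, 8.40, 7.93, 8.02 and 8.23 in G-MDSC 1 to G-MDSC 4, and 10.44, 10.52, 10.80 and 10.51 in TAN 1 to TAN 4. Platelet genes such as Ppbp and Pf4 are among the chemokines that fell in G-MDSC. Taking the background level as a block, 8 chemokine genes rose and 4 fell in G-MDSC. Ccl7 was above background in 1 of 7 NN and 1 of 4 G-MDSC, Ccl12 in 3 and 2, and Cxcl16 in 4 of 7 NN.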

Compared to TAN, NN and G-MDSC were relatively similar to each other in terms of their chemokine profile. CXCL-4 and CXCL-12 were increased in the NN, whereas CCL-3, CCL-4 and CXCL-2 were down-regulated compared with G-MDSC.

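Pf4 (CXCL-4) fell by 5.60 (standard error 0.19, adjusted p = 3.8e-12) on the log2 scale in G-MDSC relative to NN, and Cxcl12, which retains neutrophils in the marrow, fell by 4.84 (standard error 0.33, adjusted p = 9.6e-09). Pf4 is made by platelets, and of 14 markers of megakaryocytes and platelets 1 rose, 10 fell and 3 were not called (1 up and 12 down when adjusted over the list alone, camera adjusted p = 4.0e-07, and adjusted p = 0.0737 with an estimated correlation) in G-MDSC. Selp, the gene of P-selectin, rose against that list. Cxcl12 is made by stromal cells, and of 14 stromal markers none rose, 6 fell and 8 were not called (0 up and 6 down when adjusted over the list alone, camera adjusted p = 0.0601). The stromal list was called lower without NN 2, NN 6 or G-MDSC 4 (adjusted p = 0.0326, 0.0422 and 0.0450), with median scaling (0.0206), within the arrays of high background (0.0477), and with an offset of 16, plain background subtraction and detection in 4 samples. Ccl3 rose by 5.89 (standard error 0.43, adjusted p = 2.4e-08) in G-MDSC relative to NN. In TAN relative to NN, Cxcl12 fell by 4.27 (standard error 0.33, adjusted p = 1.5e-08) and Pf4 had a log2 fold change of -0.01 (standard error 0.19, adjusted p = 0.971). Cxcl12 was above background in 1 of 4 G-MDSC.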

**Figure 7:**
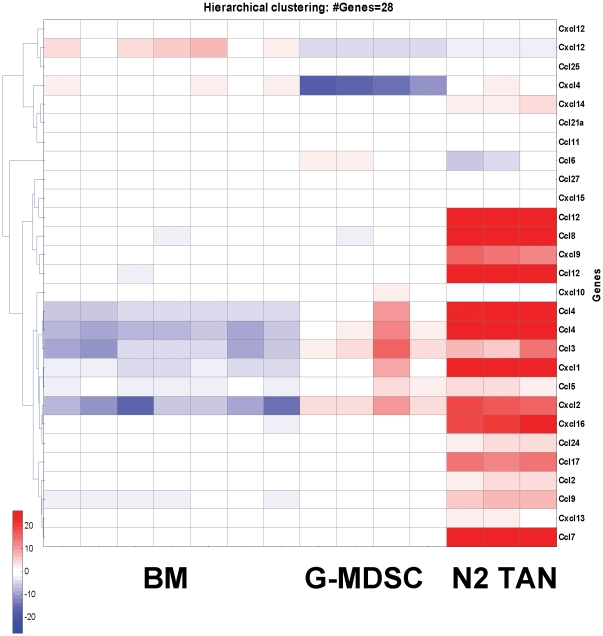
Heatmap comparing the expression of chemokines in the three groups of neutrophils - naïve neutrophils (NN), granulocytic fraction of myeloid derived suppressor cells (G-MDSC) and tumor associated neutrophils (TAN), clearly showing that many chemokines were up-regulated in the TAN group. Red – up-regulation; Blue – down-regulation; White – no change from mean.

In contrast, TAN were quite different than both of these other groups with 13 of these chemokines being markedly up-regulated. These changes included a striking up-regulation of chemoattractants for T-cells (e.g. CCL-17, CXCL-9, CXCL10 and CXCL-16), neutrophils (eg. CXCL-1, CXCL2 and CCL-3), B-cells (CXCL-13) and macrophages (e.g. CCL-2, CXCL-10 and CCL-7).

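By the group means, 18 chemokine genes rose more than 5-fold in TAN relative to NN and 12 relative to G-MDSC. Cxcl3 and Cxcl13 are among the 18, although NN lay below background for both and their lower bounds stay under 5-fold. The chemokine genes over 8-fold relative to NN were Ccl4, Cxcl2, Ccl12, Ccl8, Cxcl1, Ccl7, Ccl3, Cxcl16, Cxcl9, Ccl17, Ccl9, Ccl24, Ccl5 and Ccl2. Ccl9 rose 25.6-fold (log2 fold change 4.68, standard error 0.14, adjusted p = 2.8e-13) and 4.74-fold (log2 fold change 2.25, standard error 0.16, adjusted p = 2.3e-08) relative to NN and G-MDSC. Ccl4 rose 7.27-fold (log2 fold change 2.86, standard error 0.39, adjusted p = 1.6e-05) relative to G-MDSC, with a log2 fold change of 3.46 without G-MDSC 1. Ccl3 and Ccl5 were not called between TAN and G-MDSC. Cxcl14, an attractant of monocytes, rose by 2.36 (standard error 0.23, adjusted p = 2.4e-07) relative to NN. Ppbp, a platelet chemokine gene, fell by 5.79 (standard error 0.28, adjusted p = 7.5e-11). Taking TAN 3 alone, 18 rose and 2 fell relative to NN.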

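Among attractants of T cells, Cxcl9 had a mean log2 signal of 7.73 ± 0.24 (SD, n = 7) in NN and 12.74 ± 0.13 (SD, n = 4) in TAN, and Ccl17 one of 10.85 ± 0.95 (SD, n = 4) in TAN. Cxcl16 had 6.54 ± 0.15 (SD, n = 7) and 12.61 ± 0.16 (SD, n = 4). Among attractants of neutrophils, Cxcl1 rose by 4.50 (standard error 0.60, adjusted p = 1.4e-05) in TAN relative to G-MDSC, and its log2 fold change was 5.42 without G-MDSC 1. Cxcl13, which attracts B cells, was below background in all NN and rose at least 4.98-fold (adjusted p = 5.9e-06) in TAN. Relative to G-MDSC it rose by 2.12 (standard error 0.39, adjusted p = 2.8e-04). Among attractants of macrophages, Ccl7 had 6.23 ± 0.15 (SD, n = 7) in NN and 13.34 ± 0.29 (SD, n = 4) in TAN. Ccl7, Ccl8 and Ccl12 are also made by macrophages, and the macrophage marker Adgre1, which encodes F4/80, rose by 2.39 (standard error 0.12, adjusted p = 1.2e-10) in TAN. From these genes the paper proposes that TAN attract other leukocytes to the tumor. Ccl7 was above background in 1 of 7 NN, Cxcl16 in 4, and Cxcl13 in 2 of 4 G-MDSC.

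**Figure D5:**
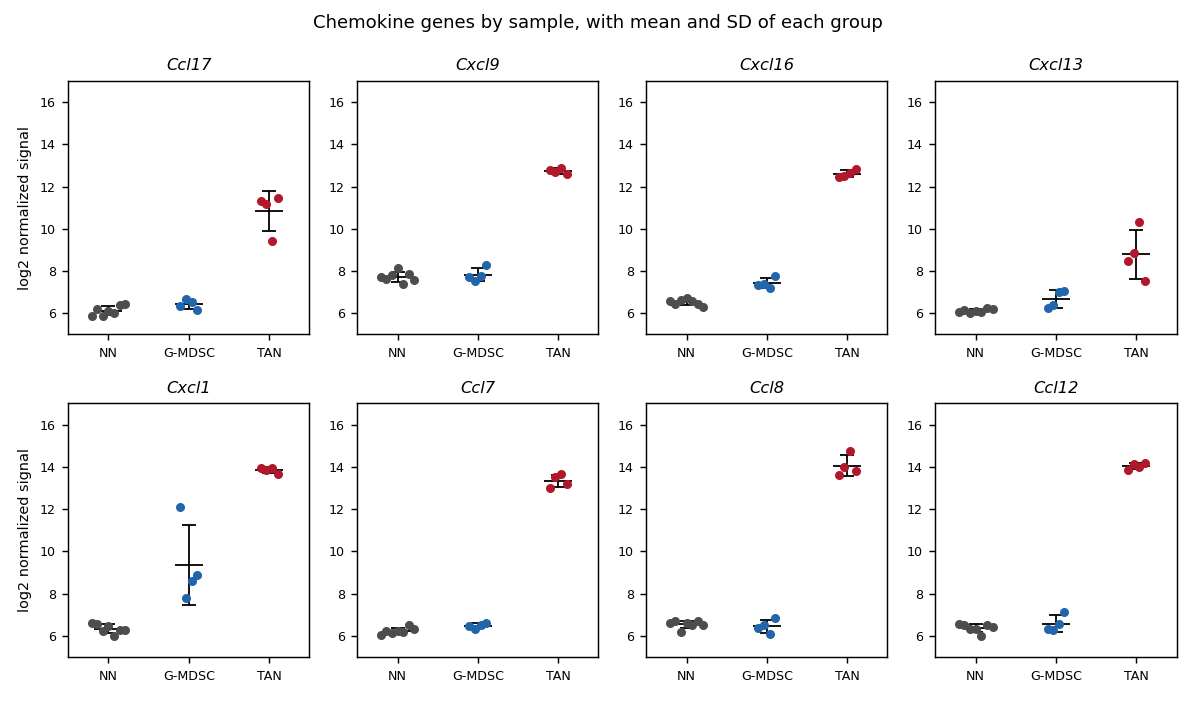
Log2 signal (y axis) of 8 chemokine genes, one panel each, in every NN, G-MDSC and TAN (points) with the group means (bars). In Ccl7 all TAN lie above all NN and G-MDSC.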

## Discussion

Although neutrophils are traditionally considered in the context of their anti-bacterial functions, it is becoming increasingly clear that tumor-associated neutrophils (TANs) and their myeloid precursors (peripheral neutrophils and granulocytic MDSC) in the spleen, bone marrow, and blood play an important role in cancer biology [4], [7], [14], [25]. In contrast to the well-described ability of inflammatory neutrophils to engulf bacteria, activate the immune system, and induce tissue damage in infections [26], it appears that myeloid cells can also function as immunosuppressive cells in the context of tumors [27]. This property has been very well described in recent years for the MDSCs found in large quantities in the spleens of tumor-bearing animals [27], [28], [29], [30] and for tumor-associated macrophages which develop an “M2” or tumor-supportive phenotype [1], [3]. Neutrophils make up a significant portion of the inflammatory cell infiltrate in many models of cancer. Previous studies have shown that TAN in untreated tumors can support tumor growth and metastases [31], and this was further supported by our recent work demonstrating that in untreated tumors, TAN develop a pro-tumorigenic (N2) phenotype, largely driven by the presence of TGF-β [4]. The full range of mechanisms responsible for this activity have not yet been elucidated, but neutrophils are known to have pathways that can impact angiogenesis, immune surveillance, as well as secretion of chemokines, cytokines and reactive oxygen species [11], [25].

Since relatively little is yet known about the phenotype of TAN, the goal of the present study was to use an unbiased, discovery-based approach (gene array analysis) to profile and compare the mRNA content of three highly purified granulocytic populations: “naïve” bone-marrow neutrophils from non-tumor-bearing animals (NN) [serving as the “baseline” control population], the granulocytic fraction of myeloid-derived suppressor cells (G-MDSC) in tumor bearing mice, and tumor-associated neutrophils. Our purpose was to gain additional information on the characteristics of TAN, and specifically how much they resembled the other neutrophil populations. A caveat of this study is that we restricted our initial analysis to primarily transcriptomic information. Although we have conducted some functional studies [4], additional experiments, based on this genomic information, will obviously be needed to fully understand the role and functions of TAN.

Using unbiased analyses, our data show that the three populations of neutrophils are significantly different in their mRNA profiles. However, it appears that the NN and G-MDSC are more closely related to each other than to TAN. To better understand the meaning of these differences, we used pathway analyses (using Genomica software, and published gene lists) focusing on several selected pathways and gene groups important for the function and activation of neutrophils including structural genes, respiratory burst, granule proteins, phagocytosis, apoptosis, and immune functions.

NN were relatively enriched in cytoskeleton organization and biogenesis, as well as in pathways related to actin binding and polymerization. This is probably related to the movement needed by neutrophils prior to arriving to their destination [32]. Interestingly these gene pathways are down-regulated in TAN, consistent with their loss of ability to leave the tumor microenvironment after infiltrating the tumor.

The two pathways needed to carry out the “anti-bacterial” functions of neutrophils, granule protein production and the respiratory burst [22], appear to be at their highest levels in the NN. These pathways are progressively lost in the G-MDSC, and even more dramatically in the TAN. TAN show a dramatic down-regulation in mRNA levels of all three groups of granule proteins, which are highly expressed in NN. This finding could be consistent with the work by Shen et. al. showing that TGF-β can inhibit neutrophils degranulation [33]. Given that the two main mechanisms of cell killing by neutrophils (respiratory burst and granule proteins) are both down-regulated in TAN, these findings are compatible with our previously published functional data showing that TAN had low cytotoxic capabilities for tumor cells [4]. An alternative explanation for these findings could be that the mature neutrophils, either G-MDSC or TAN, have finished producing granule contents, and the relevant mRNA are not needed any longer [22], or that the more mature populations have degranulated. If so, these differences may only be a reflection of the fact that NN are less mature. Even if that explains the up-regulation of these mRNAs in NN, there is a further down-regulation in TAN compared to G-MDSC, suggesting a possible effect at the RNA level as well. Again, it is also possible that these differences reflect that G-MDSC are circulatory neutrophils, whereas TAN are in the tissue. The mRNA for neutrophil elastase, a major effector molecule in the activity of neutrophils in general, and specifically in cancer [25], was surprisingly not different between the 3 populations. It is possible that the modifications in the level of this molecule are post-translational, or that it is needed for the proper activity of neutrophils in either compartment. Further research to evaluate actual production and secretion of the different granule proteins is warranted. The only pathway related to respiratory burst where some members were up-regulated in TAN was the toll-like receptor (TLR) family, probably more related to associated immune system changes (see below).

In contrast, we noted no clear changes in the pathways and genes related to phagocytosis, another major function of neutrophils. This was further confirmed by evaluating the genes suggested by Huang et. al. to be phagocytic receptors or genes involved in phagocytic signaling [19] (data not shown).

Despite data suggesting that TAN may be longer lasting cells than circulating neutrophils [23], we found that most genes related to apoptosis were expressed at similar levels. However, we did find that several anti-apoptotic members of the NF-κB family were up-regulated in TAN. NF-κB may be, therefore, an important regulator of the anti-apoptotic machinery in TAN and it is possible that this pathway is responsible for the notable longevity of TAN compare to other neutrophils. Interestingly, we found an up-regulation of all the BH3 pro-apoptotic genes in G-MDSC neutrophils, suggesting that these cells might be especially sensitive to apoptosis-mediated by death receptor ligands.

It has become increasingly clear that the contribution of neutrophils to host defense and natural immunity extends well beyond their traditional role as professional phagocytes [34]. Neutrophils and their myeloid precursors can be induced to express a number of genes whose products lie at the core of inflammatory and immune responses, suggesting a potential role for these cells in orchestrating the sequential recruitment and activation of distinct leukocyte types to the inflamed tissue [35]. Neutrophils from humans and mice are recognized as cellular sources of chemokines in inflammatory responses [35]. “Immunosculpting”, i.e. the crosstalk between immune and tumor cells changing the phenotype of tumor biology, is widely recognized [36]. However, until recently, the role of neutrophils in this cross-talk has been under-estimated. Our study suggests several potential new pathways by which neutrophils can influence both the innate and the adaptive immune system. Our data are also consistent with the suggestion that a potential source for chemokines in tumors are the intratumoral TAN, which constitute a notable percentage of tumor immune cells.

One area of potential importance is in antigen presentation. Accumulating data from the last decade shows that neutrophils can participate in MHC class I and class II restricted antigen presentation, being capable of collecting and cleaving antigens, forming complexes with MHC-II molecules, and expressing co-stimulatory molecules [34], [37], [38]. Our data show that the naïve neutrophils lack many of the gene pathways needed to present antigens, however, both TAN and G-MDSC show increased expression of these genes, suggesting an enhanced capability of functioning as APC's. There was also up-regulation of the co-stimulatory molecules CD80 and CD86. These results are consistent with the abundant data on effects of tumor neutrophils and G-MDSC on T-cells [4], [27], [39], [40]. Interestingly, there was no clear difference in this capability between G-MDSC and TAN, possibly suggesting that this is a fundamental part of activation of neutrophils, regardless of their specific role. An interesting and very important issue, which will require functional studies to elucidate, is whether neutrophil antigen presentation induces T cell activation or anergy. It has been recently shown that mature neutrophils can function as professional antigen-presenting cells capable of priming a Th-1 and Th-17-acquired immune response [38].

The most prominent difference that we found between TAN, and either NN or G-MDSC, was the significant up-regulation of cytokines and chemokines. This change suggests an important role of tumor neutrophils in the recruitment of immunocytes and in the balance between activation and suppression of the immune system. The role of chemokines in the pathogenesis of cancer has been increasingly appreciated [41]. Among the broad group of chemokines whose mRNAs were up-regulated in TAN were the CCL chemokines 2, 3, 4, 8, 12, and 17 and the CXCL chemokines 1, 2, 9, and 16. The up-regulation of chemokines in TAN suggests that upon entering the tumor, TAN have a pivotal role in recruiting other cells of the immune system to the tumor. This is similar to the role that “classical neutrophils” would have in wound healing. At least some of the recruited cells are known to support tumor growth, such as macrophages (by CCL-2 and CCL-7) and T-regulatory cells (by CCL-17) [42]. The increased secretion of CCL-2, CCL-17 and IL-6 was demonstrated at the protein level as well.

Special attention should be given to our data on neutrophil chemoattractants and their chemokine receptors. Ueha et. al have recently summarized the dynamics of myeloid cells, including neutrophils, from the bone marrow to the circulation and into tumors [43]. CXCR-2 and CXCR-4 were shown to cooperatively regulate the release of neutrophils from bone marrow [44]. 

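CXCR4 holds neutrophils in the bone marrow and CXCR2 draws them out. Cxcr4 had a mean log2 signal of 13.33 ± 0.17 (SD, n = 7) in NN, 12.90 ± 0.46 (SD, n = 4) in G-MDSC and 12.55 ± 0.39 (SD, n = 4) in TAN. The arrays also held 2 probes of Cxcr2, whose stronger probe had 14.00 ± 0.28 (SD, n = 7), 14.79 ± 0.24 (SD, n = 4) and 13.06 ± 0.62 (SD, n = 4) in the same order. Cxcr2 rose by 0.79 (standard error 0.22, adjusted p = 0.0106) in G-MDSC relative to NN and fell by 0.93 (standard error 0.22, adjusted p = 0.00168) in TAN. With a block for the background level Cxcr2 was not called in G-MDSC (adjusted p = 0.327), nor within the arrays of high background (adjusted p = 0.0888), and with TAN 3 as the only TAN it was not called in TAN (log2 fold change -0.12), nor with median scaling (-0.43).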

Whereas the expression of CXCR-2 was not evaluated in this array, CXCR-4 was highly expressed in all 3 neutrophil populations. 

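Relative to NN, Cxcr4 fell by 0.78 (standard error 0.19, adjusted p = 0.00217) in TAN, and its log2 fold change in G-MDSC was -0.43 (standard error 0.19, adjusted p = 0.0890). The log2 signal of Cxcr4 in TAN 1 to TAN 4 was 12.19, 12.36, 13.09 and 12.57. Between TAN and G-MDSC the log2 fold change was -0.34 (standard error 0.22, adjusted p = 0.181). The fall in TAN was lost with TAN 3 as the only TAN and with the arrays scaled to their medians (log2 fold change -0.35).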

Its expression, however, was mildly down-regulated in the splenic neutrophils and in TAN. Ueha et. al. further suggest that tumor-infiltration by neutrophils is at-least partly mediated by autocrine CXCL-2 production. Indeed, in our data the expression of CXCL-2 was markedly up-regulated in G-MDSC compared to NN (71-fold), and even more in TAN (188-fold compared to NN). 

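Cxcl2 rose 226-fold (log2 fold change 7.82, standard error 0.30, adjusted p = 5.3e-12) in TAN relative to NN and 2.83-fold relative to G-MDSC (adjusted p = 0.00154). Every TAN lay above every G-MDSC and every G-MDSC above every NN. The log2 signal was 14.73, 13.40, 13.59 and 13.51 in G-MDSC 1 to G-MDSC 4, and 15.38, 15.22, 15.49 and 15.15 in TAN 1 to TAN 4. With the background level as a block, Cxcl2 was not called between TAN and G-MDSC (adjusted p = 0.158).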

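Cxcl1 and Ccl3 also attract neutrophils. Cxcl1 had a mean log2 signal of 6.33 ± 0.20 (SD, n = 7) in NN, 9.34 ± 1.89 (SD, n = 4) in G-MDSC and 13.84 ± 0.14 (SD, n = 4) in TAN, a rise of 8.02-fold in G-MDSC and 182-fold in TAN relative to NN. In G-MDSC 1 to G-MDSC 4 it had 12.07, 7.78, 8.58 and 8.90, and without G-MDSC 1 the rise in G-MDSC was 4.23-fold. Ccl3 had 7.78 ± 0.58 (SD, n = 7), 13.67 ± 0.90 (SD, n = 4) and 14.63 ± 0.97 (SD, n = 4), a rise of 59.2-fold in G-MDSC and 115-fold in TAN. In TAN the log2 signal of Ccl3 was 13.99, 13.75, 15.89 and 14.86 in TAN 1 to TAN 4. Cxcl1 was above background in 2 of 7 NN.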

Interestingly, we found similar results in two other known neutrophils chemoattractants – CXCL-1 (increased 14-fold in G-MDSC and 140-fold in TAN compared to NN), and CCL-3 (increased 60-fold in G-MDSC and 76-fold in TAN compared to NN). Unfortunately GCP-2/CXCL-6 was not part of the Illumina array we used, and therefore we could not assess changes in this previously-described [45] neutrophil chemoattractant. It seems therefore, that the neutrophils begin a positive feedback loop by secreting neutrophil chemoattractants that recruit more neutrophils into the tumor, as previously described in infections [46], [47].

It is worth considering the relationship between TAN and the granulocytic fraction of myeloid-derived suppressor cells (G-MDSC) in light of our results. MDSC, a heterogeneous population of immune suppressive cells that are produced at high levels in cancer, are defined in mice on the basis of expression of the surface markers CD11b and GR1 and by their ability to inhibit T lymphocyte activation. The CD11b^+^/GR1^+^ MDSC population is comprised of at least two subsets - granulocytic (Ly6G^+^) and monocytic cells (Ly6C^+^), possibly with different immunosuppressive properties [14]. There is substantial agreement on the immunosuppressive activity of the monocytic MDSC subset. However, there is still contradictory evidence on the role of the granulocytic fraction. Whereas some have shown that granulocytic MDSC have immunosuppression properties similar to the monocytic fraction [28], [29], [30], others have recently demonstrated that they are less immunosuppressive [14], [48], [49]. It has been previously shown that adoptively transferred MDSC can enter tumors and differentiate to mature macrophages (TAM) or neutrophils (TAN) [15], however little is known in animals about whether MDSC leave the spleen and circulate. It is thus not clear whether the majority of TAN are actually G-MDSC that have been attracted to the tumor or whether they are bone marrow/blood-derived neutrophils that were then converted to N2 TAN by the tumor microenvironment, specifically by the high local concentrations of TGF-β [4]. In our previously published work, we saw no effects of TGF-β blockade on the percentage or phenotype of blood neutrophils or splenic MDSC [4]. In the current study, we clearly show that TAN are not “tissue-based G-MDSC”, but are a distinct population of neutrophils, differing markedly in their transcriptomic profile from both NN and G-MDSC. Taken together, these data support the idea that tumor TGF-β (and perhaps other factors) changes only the local “education” of neutrophils. However, the studies described here cannot definitively determine if the cells were recruited from the bone marrow/blood pool of neutrophils or the splenic G-MDSC population.

A possible limitation of our study is that it was performed only in one type of tumor, i.e. the mesothelioma cell line AB12. We did confirm some of the results in a different cell line – the non-small cell lung cancer LKR-M. However further analysis is needed in order to establish the generalization of our data to other tumor systems. It is also possible to argue that since cells were collected at different time points during tumor progression, some of the differences in RNA profiles observed may be due to the time-point at which the cells were isolated (earlier or later during tumor growth) and not their location in the spleen or tumor. Since little is known about the kinetics of the development of TAN, and it is well established that G-MDSC arise only at later time in tumor development [28], we decided to do our comparisons using well-established G-MDSC (associated with larger tumor size) and TAN from established, but not necrotic tumors (less than 500 mm^3^). However, we also confirmed some of our data in key transcripts, using RT-PCR of neutrophils isolated from tumors and spleens at the same time, both at an early and a late time point (Day 14 and Day 21), and showed that similar differences to those seen in the arrays were noted. The important question of the kinetics of the changes in tumor and spleen neutrophils will be addressed in future research.

Our data confirm that the native tumor microenvironment influences the mRNA program of neutrophils. We have previously shown that these cells have pro-tumor characteristics [4]. We have also shown that altering the tumor microenvironment by blocking the effects of TGFβ can further alter the phenotype of TANs to a more “anti-tumor phenotype (N1 TAN). We are currently comparing gene arrays of N1 and N2 TAN and are seeing clear changes in chemokines and cytokines profile between these two populations of neutrophils (manuscript in preparation), suggesting that the specific profile of chemokines secreted is a major characteristic of TAN and a determinant in their polarization. One example is that the T regulatory cell chemoattractant, CCL-17, is up-regulated in N2 versus N1 TAN.

In their recent review on TAN as targets for cancer therapy, Gregory and Houghton argued that changes in TAN are not a switch to a unique transcriptional program, but a heightened state of activation [25]. Borregaard et. al. suggested that circulating neutrophils have two major bursts of transcriptional and protein synthetic activities – one in the bone marrow, producing the granules, and the second upon migration into tissues, resulting mainly in the secretion of cytokines and chemokines [20]. The data we presented here suggests that neutrophils may have a different program if they reside in the spleen, becoming G-MDSC or upon entering the tumor, becoming TAN. If so, these 3 neutrophil populations do have different transcription programs that separate them. It remains to be seen if the differences noted are merely different activation states that can be reversible.

Significant research has recently been done elucidating the important role of myeloid cells in the cancerous process. Our work adds another important layer to the understanding of neutrophils in cancer by further characterizing the different populations of neutrophils induced by tumors and by pointing out major differences between TAN and other neutrophil populations. Further research on the functional role of different pathways and genes up-regulated in TAN and differences between the different subsets of TAN is currently underway.

## Materials and Methods

### Ethics statement

This study was carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the University of Pennsylvania (Permit Number: 80-2606).

### Animals

Mice were purchased from Taconic Labs (Germantown, NY), and Jackson Labs (Bar Harbor, ME).

### Cell lines

The murine malignant mesothelioma cell line, AB12 was derived from an asbestos-induced tumor in a Balb/C mouse. The murine lung cancer line LKR was derived from an explant of a pulmonary tumor from an activated Kras G12D mutant mouse that had been induced in an F1 hybrid of 129Sv.J and C57BL/6 [50].

### Isolation of the different groups of neutrophils

NN – non-tumor-bearing mice were euthanized, and bone marrow was harvested by flushing the femurs and tibias with HBSS media. Cells were then separated by centrifugation over a 3 layer discontinuous Percoll gradient as previously described [51].

G-MDSC - Mice were injected on the right flank with 1×10^6^ AB12 or LKR tumor cells in the appropriate syngeneic host. The flank tumors were allowed to reach an average size of 500–700 mm^3^ (approximately 21–25 days). Mice were then euthanized, and spleen was harvested. Neutrophils were isolated with microbeads and flow cytometry (see below).

N2 TAN - Mice were injected on the right flank with 1×10^6^ AB12 or LKR tumor cells in the appropriate syngeneic host. The flank tumors were allowed to reach an average size of 250–300 mm^3^ (approximately 12–15 days). Flank tumors were harvested from the mice, minced, and digested with 2 mg/mL DNase I (Sigma, St. Louis, MO) and 4 mg/mL collagenase type IV (Sigma) at 37°C for 1 hour. Neutrophils were isolated with microbeads and flow cytometry (see below). In one set of experiments, both TAN and MDSC were harvested on the same days- Day 14 and 21.

### Isolation of neutrophils from spleens/tumors

Tumors/spleens were harvested, digested, and CD11b^+^ cells were isolated using magnetic beads (Miltenyi Biotec, Germany) per manufacturer's instructions. The CD11b^+^ cells were then “flow sorted” using a Beckman-Coulter EPICS Elite ESP FACS Sorter (Fullerton, CA), isolating CD11b^+^/Ly6G^+^ cells (neutrophils). For that purpose we used Ly6G-PE antibodies (BD Biosciences, Franklin lakes, NJ). In all samples a purity of above 85% neutrophils was achieved.

### Gene microarray

mRNA preparations were extracted from individual mice, and for each “sample”, equivalent amounts of RNA were pooled from 2–4 mice (according to the yield of neutrophils) for the transciptome analysis. We prepared samples from each of the neutrophil populations studied - NN (n = 7), G-MDSC (n = 4) and TAN (n = 4). Samples were processed and hybridized to the Illumina mouse genome bead arrays. Raw data was processed by Bead Studio v.3.0 software. Expression levels were exported for signal and negative control probes. The set of negative control probes was used to calculate average background level for further filtering and background subtraction steps. Average values of the signal probe expression data for the 7 (NN), 4 (G-MDSC) and 4 (TAN) sample arrays were used as a base for normalization and all the arrays were quintile normalized against this base, and filtered to remove non-informative probes. A probe was called non-informative if it had detection p-value>0.05 in all samples or if the maximal ratio between expression values of each two samples was lower than 1.2. The three different groups were compared between each other.

The microarray data complies with the MIAME guidelines, and the data will be deposited in a publicly available database.

### RNA isolation and real-time, reverse transcription-PCR

RNA from tumors/spleens/BM was isolated as above. For each group, a pool of RNA was created by adding the same amount of RNA from each of the samples within the group. Absorbance at 260/280 nanometers for mRNA purity at a ratio above 1.9 was achieved for all samples used. cDNA was made from each pool, RNA levels were normalized to β-actin levels, and quantification of tumor mRNA levels was performed as previously described [4]. Each sample was run in quadruplicate and the experiment was repeated at least once. Primer sequences are given in Table S4.

### Protein validation

In order to validate some of the RNA data at the protein level, neutrophils were isolated as described above. Four million isolated neutrophils were plated in each well of a 12-well plate and covered with 1 ml of medium. After 24 hours, the supernatant was collected, spun, and the level of different proteins was evaluated using ELISA sets for IL-6 (BD Biosciences Pharmingen, San Diego, CA) and CCL-2/MCP-1 (BD Biosciences), and Duoset ELISAs for CXCL-2/MIP-2 and CXCL-10/IP-10 (both from R&D Systems, Minneapolis, MN). For validation of CCL-17, protein was extracted from the neutrophils immediately following isolation, and an immunoblot was performed using anti-CCL-17 Antibody (R&D Systems). TNF-α levels were evaluated by intracellular flow cytometry. BM/Tumor cells were treated with GolgiPlug (BD Biosciences) for 3 h. Thereafter, TNF-α levels were evaluated by intracellular flow cytometry using anti-TNF-α Ab (BioLegend, San Diego, CA) as previously described [52].

### Statistical Analyses

Gene array data was filtered following quintile normalization as described above. Hierarchical clustering was done for evaluation of similarity between samples in the same group, followed by PCA analysis. To compare genes that are different between at least two of the groups, we used one sided ANOVA on the quintile normalization data with appropriate post hoc testing.

Genomica software (http://genomica.weizmann.ac.il/) was used to identify enrichment patterns of experimental signatures associated with the different neutrophils groups [53], [54]. We evaluated about 2300 pathways and gene groups based on the suggested “mouse GO” and “mouse Biocarta” murine gene repositories. Data were log2 transformed and mean centered. Genes whose expression was 2-fold or greater than the mean expression level were scored. Enrichment of over-expressed or under-expressed genes that belong to each tested gene signature was calculated using a hypergeometric test and a false discovery rate (FDR) calculation to account for multiple hypotheses testing (p<0.05, FDR<0.05). The fraction of samples showing significant enrichment for a particular gene signature in each group (BM/N2 TAN/G-MDSC) was calculated.

Heatmaps for lists of genes were composed using two-way hierarchical clustering with normalized Euclidean distance to cluster samples and Spearman correlation distance to cluster genes, with the genes ordered accordingly. For some specific neutrophilic functions, we manually evaluated the specific changes of genes.

For the RT-PCR and FACS studies comparing differences between two groups, we used unpaired Student t-tests. Differences were considered significant when P<0.05. Data are presented as mean+/− SEM.

## Supporting Information

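The supplementary table compares mean signals of NN and G-MDSC and orders genes by their ratio. In the arrays, its genes beyond the chemokines include Hcar2, a receptor for ketone bodies and niacin, which rose 16.7-fold (log2 fold change 4.06, standard error 0.20, adjusted p = 2.7e-10) in G-MDSC, and Wfdc17, a whey acidic protein gene, which rose 15.9-fold (log2 fold change 3.99, standard error 0.17, adjusted p = 5.0e-11). The paper's reported ratios for Fosb and Cxcl2 are 70.4 and 68.7. Of its 14 entries, 13 could be matched to a gene by name. For all 13 of them the means in the table lay within 1 signal unit of the group means of the authors' normalized values.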

Table S1 **Comparison of the top 15 genes that were changed when comparing naïve neutrophils (NN) to Granulocytic MDSC (G-MDSC).** The genes are shown in order of fold change.
(DOC)

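The table's means and ratios set TAN against NN. The paper's reported ratios for Ccl4, Hilpda and Ccl8 are 303, 200.2 and 121. From the array files, Hilpda rose 216-fold, Dab2 83.7-fold, Cdkn1a 114-fold and Atf3 80.2-fold. The adjusted p value of Atf3 was 8.5e-09. All 14 entries could be matched to a gene by name. The means in the table lay within 1 signal unit of the group means of the authors' normalized values for none of the 14 genes.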

Table S2 **Comparison of the top 15 genes that were changed when comparing naïve neutrophils (NN) to Tumor associated neutrophils (TAN).** The genes are shown in order of fold change.
(DOC)

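The table's means and ratios set TAN against G-MDSC. Mmp13 rose 67.9-fold in TAN relative to G-MDSC, Arg1 118-fold and Dab2 104-fold. Rnase2a, an eosinophil-type ribonuclease gene, rose 39.1-fold (log2 fold change 5.29, standard error 0.14, adjusted p = 2.9e-13), and Trem2 36.3-fold (log2 fold change 5.18, standard error 0.14, adjusted p = 1.7e-13). The paper's reported ratios for Arhgap45, Ccl8 and Rnase2a are 224, 163 and 33.1. The signal of Arhgap45 followed the background level of the arrays, so that its ratio cannot be read as a difference between TAN and G-MDSC. Of the 14 entries, 13 could be matched by name, and the table's means lay within 1 signal unit of the authors' normalized group means for all 13. Arg1 was above background in 1 of 4 G-MDSC and Dab2 in 3.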

Table S3 **Comparison of the top 15 genes that were changed when comparing Tumor associated neutrophils (TAN) to Granulocytic MDSC (G-MDSC).** The genes are shown in order of fold change.
(DOC)

Table S4 **The sequences of the primers used for real-time RT-PCR in this manuscript.**
(DOC)

# Supplementary material for: Transcriptomic Analysis Comparing Tumor-Associated Neutrophils with Granulocytic Myeloid-Derived Suppressor Cells and Normal Neutrophils
**Source:** PLoS One. 2012 Feb 14;7(2):e31524. doi: 10.1371/journal.pone.0031524
**Supplement:** Table S1 — Comparison of the top 15 genes that were changed when comparing naïve neutrophils (NN) to Granulocytic MDSC (G-MDSC). The genes are shown in order of fold change.

Table S1 – G-MDSC vs. NN – top 15 genes changed

| **AccNumber** | **Gene Symbol** | **P_Value** | **Mean**  **NN** | **Mean**  **G-MDSC** | **Ratio**  **GMDSC - NN** |
| --- | --- | --- | --- | --- | --- |
| NM_008036 | Fosb | 0.012472 | 120 | 8453 | 70.4 |
| NM_009140 | **Cxcl2** | 0.000338 | 222 | 15249 | 68.7 |
| NM_011337 | **Ccl3** | 0.003671 | 267 | 15146 | 56.7 |
| NM_013652 | **Ccl4** | 0.022324 | 231 | 11037 | 47.8 |
| NM_007913 | Egr1 | 5.32E-11 | 1181 | 49282 | 41.7 |
| NM_017466 | Ccrl2 | 1.69E-05 | 457 | 17712 | 38.8 |
| NM_146064 | Soat2 | 3.36E-11 | 203 | 4225 | 20.9 |
| NM_008344 | Igfbp6 | 1.89E-08 | 128 | 2311 | 18.1 |
| NM_009397 | Tnfaip3 | 0.003276 | 508 | 8982 | 17.7 |
| NM_007443 | Ambp | 3.32E-12 | 124 | 1989 | 16.1 |
| NM_030701 | Gpr109a | 3.50E-07 | 1045 | 16452 | 15.7 |
| NM_001081957 | LOC100034251 | 2.25E-08 | 1790 | 26456 | 14.8 |
| NM_030612 | Nfkbiz | 1.99E-06 | 2057 | 29746 | 14.5 |
| NM_020001 | Clec4n | 1.04E-09 | 285 | 4105 | 14.4 |

# Supplementary material for: Transcriptomic Analysis Comparing Tumor-Associated Neutrophils with Granulocytic Myeloid-Derived Suppressor Cells and Normal Neutrophils
**Source:** PLoS One. 2012 Feb 14;7(2):e31524. doi: 10.1371/journal.pone.0031524
**Supplement:** Table S2 — Comparison of the top 15 genes that were changed when comparing naïve neutrophils (NN) to Tumor associated neutrophils (TAN). The genes are shown in order of fold change.

Table S2 – TAN vs. NN – top 15 genes changed

| **AccNumber** | **Gene Symbol** | **P_Value** | **Mean**  **NN** | **Mean**  **TAN** | **Ratio**  **TAN - NN** |
| --- | --- | --- | --- | --- | --- |
| NM_013652 | **Ccl4** | 1.29E-13 | 194 | 58938 | 303.3 |
| NM_023516 | 2310016C08Rik | 4.91E-07 | 153 | 30720 | 200.23 |
| NM_009140 | **Cxcl2** | 2.31E-10 | 202 | 38054 | 188.73 |
| NM_011331 | **Ccl12** | 1.74E-05 | 93 | 15012 | 161.43 |
| NM_008176 | **Cxcl1** | 1.77E-07 | 94 | 12379 | 131.53 |
| NM_021443 | **Ccl8** | 1.09E-09 | 103 | 12448 | 120.93 |
| NM_007669 | Cdkn1a | 6.87E-07 | 154 | 15768 | 102.2 |
| NM_013654 | **Ccl7** | 1.23E-05 | 83 | 7957 | 95.5 |
| NM_011337 | **Ccl3** | 7.41E-10 | 232 | 17963 | 77.6 |
| NM_007482 | Arg1 | 5.63E-05 | 81 | 5827 | 72 |
| NM_023118 | Dab2 | 4.07E-06 | 147 | 9721 | 66.3 |
| NM_008605 | Mmp12 | 5.02E-06 | 86 | 5268 | 61.4 |
| NM_021893 | Pdcd1lg1 | 1.94E-07 | 256 | 15544 | 60.7 |
| NM_007498 | Atf3 | 0.000271 | 115 | 6738 | 58.3 |

# Supplementary material for: Transcriptomic Analysis Comparing Tumor-Associated Neutrophils with Granulocytic Myeloid-Derived Suppressor Cells and Normal Neutrophils
**Source:** PLoS One. 2012 Feb 14;7(2):e31524. doi: 10.1371/journal.pone.0031524
**Supplement:** Table S3 — Comparison of the top 15 genes that were changed when comparing Tumor associated neutrophils (TAN) to Granulocytic MDSC (G-MDSC). The genes are shown in order of fold change.

Table S3 – TAN vs. G-MDSC – top 15 genes changed

| **AccNumber** | **Gene Symbol** | **P_Value** | **Mean**  **G-MDSC** | **Mean**  **TAN** | **Ratio**  **TAN - NN** |
| --- | --- | --- | --- | --- | --- |
| NM_027521 | 6330406L22Rik | 0.000349 | 59 | 13267 | 223.7 |
| NM_021443 | **Ccl8** | 0.001583 | 107 | 17476 | 163.0 |
| NM_011331 | **Ccl12** | 1.03E-06 | 117 | 16896 | 144.0 |
| NM_007482 | Arg1 | 0.013307 | 92 | 9722 | 106.0 |
| NM_013654 | **Ccl7** | 5.28E-05 | 109 | 10550 | 96.9 |
| NM_023118 | Dab2 | 3.45E-05 | 133 | 11360 | 85.3 |
| NM_009890 | Ch25h | 2.13E-06 | 94 | 6387 | 67.7 |
| NM_008607 | Mmp13 | 0.000153 | 160 | 9393 | 58.5 |
| NM_009263 | Spp1 | 1.42E-08 | 379 | 15790 | 41.7 |
| NM_019932 | **Cxcl4** | 1.53E-05 | 164 | 6780 | 41.3 |
| NM_053113 | Ear11 | 5.55E-05 | 142 | 4701 | 33.1 |
| NM_023516 | 2310016C08Rik | 5.20E-05 | 982 | 31510 | 32.1 |
| NM_023158 | **Cxcl16** | 2.56E-06 | 200 | 6368 | 31.8 |
| NM_031254 | Trem2 | 3.06E-07 | 171 | 5249 | 30.8 |

# Supplementary material for: Transcriptomic Analysis Comparing Tumor-Associated Neutrophils with Granulocytic Myeloid-Derived Suppressor Cells and Normal Neutrophils
**Source:** PLoS One. 2012 Feb 14;7(2):e31524. doi: 10.1371/journal.pone.0031524
**Supplement:** Table S4 — The sequences of the primers used for real-time RT-PCR in this manuscript.

**Table S4 – Primer sequences.**

| **Name of primer** | **Sequence (5' to 3')** |
| --- | --- |
| **TNF-5'** | ACCACGCTCTTCTGTCTACT |
| **TNF-3'** | AGGAGGTTGACTTTCTCCTG |
| **CXCL1-5’** | CCGAAGTCATAGCCACACTCAA |
| **CXCL1-3’** | GCAGTCTGTCTTCTTTCTCCGTTAC |
| **CXCL2-5’** | AGACAGAAGTCATAGCCACTCTCAAG |
| **CXCL2-3’** | CCTCCTTTCCAGGTCAGTTAGC |
| **CCL3-5'** | ACCATGACACTCTGCAACCA |
| **CCL3-3'** | TCAGGCATTCAGTTCCAGGT |
| **CCL17-5'** | TCACTTCAGATGCTGCTCCT |
| **CCL17-3'** | TCACCAATCTGATGGCCTTC |
| **CXCL-10-5’** | CAATGATCTCAACACGTGGG |
| **CXCL-10-3’** | GTCTGAGTGGGACTAAGGG |
| **CCL2-5'** | CAGGTCCCTGTCATGCTTCT |
| **CCL2-3'** | GTCAGCACAGACCTCTCTCT |
| **CCL5-5'** | ACCATGAAGATCTCTGCAGC |
| **CCL5-3'** | TGAACCCACTTCTTCTCTGG |
| **ICAM-1-5'** | GAAGCTTCTTTTGCTCTGCC |
| **ICAM-1-3'** | AGCAGTACTGGCACCAGAAT |
| **VEGF-5’** | ATGGATGTCTACCAGCGAAG |
| **VEGF-3’** | CTGAACAAGGCTCACAGTGA |
| **MMP9-5’** | CTGCATTTCTTCAAGGACGG |
| **MMP9-5’** | AAGTCGAATCTCCAGACACG |

How the deposited data were processed for this re-analysis (not part of the article)

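RNA was measured on Illumina mouse bead arrays in 15 samples of Ly6G+ neutrophils, 7 of NN from the marrow of naïve mice, 4 of G-MDSC from the spleens of tumor-bearing mice and 4 of TAN from the tumors. Each sample was pooled from 2 to 4 mice. The mapping of the arrays to the groups follows the sample labels, and the numbers of the samples are those of the labels. RT-PCR, ELISA, flow cytometry, immunoblots and the second tumor line were not analysed here.

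Bead intensities were summarized to a signal for each probe by the authors with BeadStudio 3.0, as given in the methods, and the array files hold this signal on a linear scale. Their lowest values lie above zero and their medians differ between arrays, so that neither background subtraction nor normalization is seen in them. The authors' own table of normalized values holds the same quartiles in each array and keeps the order of the probes, as quantile normalization without background subtraction gives. It served here for the choice of probes and as an alternative set of values. Both hold intensity in arbitrary units.

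Background was corrected in R 4.3.3 with the normexp model of limma 3.58.1 with an offset of 50, fitted without control probes, since the files hold neither controls nor detection p. Arrays were then quantile normalized and taken to log2. An offset of 16 had been planned with control probes and 50 as its alternative. They changed places once the files had been seen, and 16 was run as an added alternative. Of the probes in the authors' table, 16317 were kept and 5 were removed because no pair of samples differed by 1.2-fold. Genes were named by the platform annotation of GEO. A kept probe stood for one symbol in 15321 cases and had none in 996. Where a gene had several probes, the one with the highest mean signal was used, and results of its other probes are given where they differ. Of the genes the paper names, 105 were found on kept probes and 17 were not.

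A probe counted as above background in a sample when its signal exceeded the 95th percentile of the 9375 probes that the authors left out of their table. By this measure 48.9% to 55.4% of the probes of an array were above background. The lowest log2 value above background lay between 6.45 and 6.56. A fold against a group with no sample above background is given as a lower bound, and no fold is given where both groups lie below. Where only some samples of a group were above background, the fold rests on all of them and their number is given. A bound has no place in an order of folds. A fold that rests on signals near the highest of the arrays may be too small. The median standard error of a log2 fold change was 0.137 for G-MDSC against NN and 0.155 for TAN against G-MDSC. In a test on simulated data with these spreads, 95, 98 and 92% of 4-fold changes and 76, 76 and 64% of 2-fold changes were recovered in the 3 comparisons, and 5.95% of the calls at most were false. The simulation had independent noise for each probe, few changed probes, and no background level or outlying array. These rates may therefore not hold for the real comparisons.

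Groups were compared with limma (lmFit, contrasts and eBayes, no trend and not robust), with all 3 groups in the fit. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 over all kept probes, and the adjusted p-values given for genes come from this fit. The smallest groups hold 4 samples, and the p-values of the moderated model rest on the spread pooled over all probes. The methods name a comparison over the groups with post hoc testing, and a one-way model per probe was run as an alternative. For groups that do not overlap, every sample of one lies above every sample of the other. Replicate numbers were tested as pairs. Over 12 pairs of the same number the correlations ran from -0.309 to 0.265, and over other pairs from -0.357 to 0.355, so that samples were not paired.

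Gene lists were tested with camera at its preset correlation of 0.01, with adjusted p over 46 lists and 3 comparisons, and beside it with an estimated correlation and with fry. The pathway lists were actin and cytoskeleton, peroxidases, NADPH oxidase, fMLP and ERK signalling, Toll-like receptor signalling, protein kinase C, primary granules, secondary granules, tertiary granules, phagocytosis, proteolysis and fibrinolysis, p53 and DNA damage, extrinsic apoptosis, BH3-only genes, anti-apoptotic Bcl2 family, NF-kB anti-apoptotic, MHC class II, MHC class I presentation and co-stimulation. They went on with cytokines, chemokines, chemokine and trafficking receptors, glycolysis and hypoxia, interferon response, immediate early and stress genes, heat shock, unfolded protein response, ribosomal proteins, oxidative phosphorylation, cell cycle, cholesterol synthesis and lysosome. The marker lists were neutrophil, macrophage, monocyte, dendritic cell, B cell, T and NK cell, erythroid, megakaryocyte and platelet, fibroblast and stroma, tumor and epithelium, endothelium, eosinophil, basophil and mast cell, neutrophil precursor, and alternatively activated and suppressive myeloid. The gene sets behind the Genomica figures were not used here.

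The genes named follow a rule. For each comparison they are the 10 largest rises and the 10 largest falls among called probes of a single symbol whose groups do not overlap. To these come every gene the paper names, and from each list 2 to 4 called members with the largest change and members that go against the list. The paper had been read and the values in its tables had been seen when the rule and the gene lists were written. The ribosomal protein genes of the closing section were chosen after their values were seen.

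Alternatives planned before the data were examined were no background correction, plain background subtraction, median scaling in place of quantile normalization, the authors' value table, no filter, detection in 4 samples, no ratio filter, only the 2 groups compared, the one-way model, array weights, trended and robust empirical Bayes, replicate number as a block, other list tests, the mean over the probes of a gene, and leaving out each of the 15 samples. Plain subtraction used the median signal of the probes left out by the authors. Alternatives added after the files were seen were the offset of 16, the background level of the arrays as a block, the arrays of high or of low background alone, TAN 3 as the only TAN, and the samples without TAN 3 and G-MDSC 1. A group of 1 sample is assumed to vary like the other groups. The paper's Figs. 4 and 5 label their TAN with the numbers 1 to 3. These were taken here for the TAN 1 to TAN 3 of the sample labels, which the paper does not state, and the fit without TAN 4 is given beside the fit with all.

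Distances between samples are Euclidean over the kept probes on the log2 scale, and principal components were computed on the same values. No array was left out of the main comparisons. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Probe positions along the transcript were not used here.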

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

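The tests of the 3 patterns below were chosen after the results had been seen. One sample of a group lay far from the others, by Dixon's test, in 82 of 720 groups of values. Of these, 71 were among the 663 groups for genes named in the text, and the others were of whole samples and marker lists. Chance gives about 1 in 20.

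In TAN 1, TAN 2 and TAN 4 the probes of one gene moved apart. Probes lay over 4-fold apart, relative to NN, in 26.9%, 26.4% and 21.0% of 1960 genes with several probes, against 4.90% in TAN 3. Ribosomal protein genes chosen after their values were seen, such as Rps7 and Rps6, had log2 fold changes of -3.75 and -3.29 in TAN relative to NN. They were -5.20 and -4.61 without TAN 3, and 0.60 and 0.64 with TAN 3 as the only TAN. Of the 33 ribosomal protein genes, 21 rose and 4 fell with all TAN. A change of whole genes would move their probes together, which the share of at least 20.97% argues against, as does that of at least 13.67%, and 3.00% in TAN 3, among 1266 genes with all probes above background in every array, and under 4 other background corrections and normalizations the lowest share stayed at least 2.53 times that of TAN 3. RNA quality or labelling stays open as a candidate explanation, since the distances of probes from the mean of their gene in TAN 1 correlated with those in G-MDSC 1 and TAN 3 (0.586 and 0.488), and a change of transcript isoforms was not tested.

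Macrophage markers were high in TAN, with 15 of 20 called higher than in NN. Among the abundant ones, C1qb had a mean log2 signal of 14.09 in TAN, Dab2 13.46 and Aif1 12.84, and the list means were 10.77, 11.06, 12.00 and 11.47. RNA quality in TAN 1, TAN 2 and TAN 4 is argued against by TAN 3, where the list mean was 12.00 and that of the highest NN 9.11. RNA of macrophages in the TAN samples may have contributed and stays open. The sort for Ly6G had a purity of over 85%, which leaves room for other cells and cannot exclude it. With an estimated correlation camera did not call the list (adjusted p = 0.136). This does not count against macrophage RNA either, since markers of one cell type move together. Expression by the neutrophils themselves was not tested apart from macrophage RNA. Of the 20 genes, 17 were above background in every NN and 13 are in other lists too.

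The probe of Arhgap45 (Table S3) followed the background level of the arrays. Its log2 signal was 14.01 in NN 3 and 13.99 in TAN 1, of low background, and 5.66 in NN 6 and 5.66 in G-MDSC 1, of high background. The arrays of high background were below background for this probe, so that the measured range within the NN (8.39), the least distance between the NN of low and high background (8.23) and the log2 fold change between TAN and G-MDSC (7.99) are not exact, and against the lowest signal above background they are at least 7.57, 7.40 and 7.15. The place the neutrophils came from is argued against by the range of at least 7.57 within the NN, which come from one place. A difference between batches of arrays stays open as a candidate explanation. The NN of low background lay at least 7.40 above those of high background, and the log2 fold change with the background level as a block was -0.31. Before correction, the signal of Arhgap45 was 10.26 to 17.72 on arrays of high background, far under their median background of 105.4 to 114.3. On arrays of low background it was 6393 to 19160. The difference between TAN and G-MDSC therefore cannot be read as one of expression.

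TAN 3 lay far from the other TAN in the first principal component, -59.3 (others -120.1 to -110.1), in the next, -18.3 (others 21.2 to 26.8), and in mean distance to its own group, 111 (others 62.5 to 65.5). Its list means were far from the other TAN for neutrophil markers, 12.38 (others 11.73 to 11.78), markers of neutrophil precursors, 8.21 (others 7.52 to 7.61), and markers of tumor and epithelium, 7.77 (others 8.32 to 8.38). TAN 3 lay over 4-fold above every other TAN in 433 of 16317 probes and below in 3. In those 433 the median change from the NN mean was 0.22 in TAN 3, and -3.18, -3.10 and -2.72 in TAN 1, 2 and 4. Of the 4742 probes called lower in TAN than in NN, TAN 3 lay below every NN in 3845. G-MDSC 1 lay far from the other G-MDSC in mean distance to its own group, 72.7 (others 43.5 to 45.3), and in its B cell markers, 10.21 (others 7.58 to 7.78), and T and NK cell markers, 9.31 (others 7.23 to 7.33). Probes above background were fewer in G-MDSC 3, 13337 (others 13371 to 13373). The percentage of genes with probes apart was higher in NN 4, 0.102 (others 0).

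Log2 signals of single genes lay far from those of the other samples of the group as follows. NN 2 lay below the other NN in Ccl6 10.88. NN 3 lay below the other NN in Ccl8 6.18. NN 4 lay above the other NN in Cd14 10.57. NN 4 lay below the other NN in Asns 11.35 and Cebpe 13.51. NN 5 lay below the other NN in Ccl12 5.97. NN 6 lay above the other NN in Xcl1 6.62. NN 6 lay below the other NN in Cxcr4 12.98 and Marcksl1 11.50. NN 7 lay above the other NN in Anxa1 14.34. G-MDSC 1 lay above the other G-MDSC in Bcl2 8.23, Birc2 11.88, Ccl4 14.78, Cxcl2 14.73, Hilpda 11.36, Il1r2 14.23, Ndufv1 10.79, Plaur 12.81, Rps7 14.03 and Tlr2 14.58. G-MDSC 1 lay below the other G-MDSC in Csf3r 15.02, Fpr2 15.19, H2-Q8 12.01, Il17ra 10.74, Itgb2 10.36, Lcp1 12.82, Prkcd 12.92, Rgs3 10.54, Selp 9.87 and Tln1 6.52. G-MDSC 2 lay below the other G-MDSC in Ier3 14.39, Junb 15.81 and Marcksl1 12.70. G-MDSC 4 lay above the other G-MDSC in Ccl9 11.98, Esam 7.71 and Mmp13 7.45. TAN 3 lay above the other TAN in Actn4 10.60, Bcl2a1c 11.25, Bcl2a1d 10.86, Cxcl10 12.58, Gpx1 15.30, H2-DMb2 8.42, H2-Oa 7.61, H2-Q8 11.53, Hk1 7.88, Il17ra 8.81, Itgam 7.33, Itgb2 9.88, Jun 9.85, Lcp1 11.97, Ltb 12.41, Msn 9.30, Ngp 11.40, Pfkp 9.74, Prkch 8.11, Rgs3 8.28, Rps6 13.36, Rps7 14.32, Serpinb1a 7.45, Tlr1 11.25, Tlr4 12.03, Top2a 8.30 and Trem1 13.11. TAN 3 lay below the other TAN in Ccl17 9.43, Cd86 10.63, Ier3 15.38, Ndufv1 11.59, Stard4 9.02 and Tlr6 12.86. TAN 4 lay above the other TAN in H2-Ea 15.61. TAN 4 lay below the other TAN in Ctsc 9.18.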

How the results depend on the processing

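Tests with an offset of 16, with the background level as a block, with the arrays of one background level, with TAN 3 as the only TAN and without TAN 3 and G-MDSC 1 were chosen after the results had been seen. The counts of called probes were 5952, 10075 and 9600 for G-MDSC against NN, TAN against NN and TAN against G-MDSC, and 2778, 5934 and 5305 over 1.7-fold. Of the list tests, 77 of 138 were called. The distance of NN to G-MDSC was 0.629 of that to TAN, and that of G-MDSC to NN 0.731 of that to TAN.

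These values stayed within 1.5-fold, or for the distances within 1 SD, under the alternatives chosen before the results, apart from those that follow. Leaving out each sample in turn gave 5065 to 7377, 9212 to 10892 and 8683 to 10590 called probes, 2647 to 2968, 5688 to 6529 and 5029 to 6072 over 1.7-fold, and 71 to 79 called lists. The distance ratios without one sample ran from 0.6001 to 0.6452 for NN, the lowest without TAN 3, and from 0.684 to 0.755 for G-MDSC. Both ratios stayed below 1 in every setting.

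With plain background subtraction the counts over 1.7-fold were 4750 for G-MDSC against NN and 8322 for TAN against G-MDSC, and the distance ratio of NN was 0.7235. Array weights gave 9611 called probes for G-MDSC against NN. With the background level as a block the called probes were 3945 for G-MDSC against NN and 5419 for TAN against G-MDSC. With an estimated correlation 27 lists were called, with only the arrays of high background 27 of 46 and with only those of low background 30 of 46, where fewer comparisons can be made. Without TAN 3 and G-MDSC 1 the distance ratios were 0.5918 and 0.648. They were 0.7392 and 0.9175 with TAN 3 as the only TAN, with 6577 called probes for TAN against NN and 5629 for TAN against G-MDSC, from fewer samples. The cause was not tested.

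Median scaling moved the median log2 fold change of all probes to 0.221 in TAN relative to NN and 0.214 relative to G-MDSC, from 0.0523 and 0.0508, and 62.5% and 63.6% of the called probes were then higher in TAN. Of the called probes over 1.7-fold for G-MDSC against NN, 57.2% were then higher in G-MDSC, against 48.9%.

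Other splits of the samples into groups of the same sizes gave no count as large. The real split was the 1 of 100 with as many called probes for G-MDSC against NN (5952, highest other 1736, and 2778 and 808 over 1.7-fold) and for TAN against NN (highest others 7012 and 4036), the 1 of 35 for TAN against G-MDSC (6405 and 3851), and the 1 of 100 for the list tests (77, highest other 74). A chance division of the samples is thus argued against for the counts of probes, at no better than 1 of 35 for TAN against G-MDSC. The splits cannot tell the population from other differences between the groups, such as the background level. The splits with the highest other counts against TAN kept TAN 1, TAN 2 and TAN 4 together. For the lists the real split stands little apart, since the other splits called 46 tests in the median and 7 of them came within 5 of the real count, so that the number of lists called at the preset correlation says little about the groups.

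The list tests gave 4002 values under alternatives chosen before the results. Of these 3824 kept their direction and side of the threshold, 103 lost the call, 70 gained one and 5 reversed. With fry, the calls in the opposite direction were chemokine and trafficking receptors in TAN against NN (adjusted p = 0.00586) and, in TAN against G-MDSC, peroxidases (0.00063), primary granules (0.00209), immediate early and stress genes (0.0451) and unfolded protein response (0.000895). Of 644 values under added settings, 605 were the same, 16 lost the call, 21 gained one and 2 reversed, MHC class I presentation with TAN 3 as the only TAN, against NN (0.000188) and G-MDSC (0.0343). The cause was not tested.

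For the genes named in the text, 17893 values came from alternatives chosen before the results. Of these 17549 were the same, 145 lost the call, 197 gained one and 2 reversed. Of 3087 values under added settings, 2847 were the same, 115 lost the call, 98 gained one and 27 reversed. Reversed log2 fold changes are given by setting. Under median scaling, they were in TAN against NN Prkcd 0.14. Under array weights, they were in TAN against G-MDSC Xcl1 0.41. With the background level as a block, they were in G-MDSC against NN Arhgap45 0.00864 and in TAN against G-MDSC Arhgap45 -0.31. Without TAN 3 and G-MDSC 1, they were in TAN against G-MDSC Xcl1 0.38. With TAN 3 as the only TAN, they were in TAN against NN Bbc3 -0.32, Ccl6 0.38, Cd9 0.26, Gnb1 0.34, H2-DMb2 0.26, Pfkp 0.84, Rps6 0.64, Rps7 0.60, Tgfb1 0.76, Tlr13 0.12 and in TAN against G-MDSC Actn4 0.12, Bbc3 -1.13, Bcl2l11 1.44, Cd9 1.22, Gnb1 0.69, Igfbp6 0.50, Mdm2 0.11, Pfkp 0.60, Rps6 0.92, Rps7 0.69, Tgfb1 0.14, Tlr1 0.0593, Top2a 0.76, Trem1 0.36. The cause was not tested for the reversed genes.

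Signal over background limits what can be seen. Between 12560 and 14228 probes of an array lay above background, a gene below it in a pair of groups has no fold, and a fold against a group below it is a lower bound. Samples in the smaller groups number 4, and 2-fold changes were recovered less often than 4-fold ones on simulated data.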

Differences from the paper's values

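Tests with an offset of 16, TAN 3 alone, the background level as a block and the arrays of one background level were chosen after the values had been seen. Of 82 values stated by the paper, 2 differed from those found here by the rule used (over 1.5-fold apart and beyond the spread of the replicates), and 64 of the 82 are ratios of single genes. The rule passes ratios of genes whose replicates spread widely. Ccl2, Cxcl10 and Icam1 in TAN and Cxcl1 in G-MDSC, relative to NN, were over 1.5-fold from the paper's ratios and were not counted as differing. The count of 2 therefore does not mean that all other values lay within 1.5-fold.

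The paper counts 51 genes over 5-fold higher in G-MDSC than in NN, where 104 genes were counted here. In the 27 alternatives set before the data were examined the count ran from 89 to 483, and in none did it come within 1.5-fold of the paper's. The paper refers this count to Fig. 2B, whose caption has a threshold of 8-fold, and 48 genes were higher by at least 8-fold here. For Ccl8 in TAN relative to NN, Table S2 of the paper gives 120.93 and the ratio here was 182.27. Under 11 of the 27 alternatives the ratio of Ccl8 no longer differed by the rule. They were no background correction, the authors' value table, only the 2 groups compared, array weights, and the fits without NN 3, without each of the 4 G-MDSC, without TAN 2 and without TAN 3. Without TAN 2 this came from a wider spread of the replicates and not from the ratio, which was 182.39. With the other 16 it still differed, and over all 27 the ratio ran from 147.52 to 1169.

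For Cxcl10 the paper's Table 2 has a lower array value in TAN than in G-MDSC (the paper's 0.7), and the ratio here was 1.45 with no call. Without TAN 3 it was 0.727 and with array weights 0.925. Cxcl10 was called higher in TAN with TAN 3 as the only TAN (log2 fold change 3.47). Fig. 3A shows the same order, with array bars of about 4.3 for G-MDSC and about 2.7 for TAN, read by eye. For Cd9, which the paper lists as lower in TAN than in G-MDSC, the log2 fold change was -1.22 (standard error 0.53, adjusted p = 0.0597), and median scaling and array weights made the call. Without TAN 3 the ratio of Cd9 was 0.245, where the paper gives 0.24. With TAN 3 as the only TAN, the log2 fold change of Cd9 was 1.22. The RT-PCR of the paper's Table 2, which was not analysed here, also has Cd9 lower in TAN at each time measured. For Cxcl10 it has a slightly higher level in TAN at the earlier time, the only one measured.

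The paper finds the neutrophil elastase gene alike in all populations, and Elane fell by 4.21 (standard error 0.24, adjusted p = 1.4e-09) in G-MDSC and fell by 4.86 (standard error 0.24, adjusted p = 9.5e-11) in TAN relative to NN here. In TAN relative to G-MDSC its log2 fold change was -0.65 (standard error 0.27, adjusted p = 0.0524), called lower with offset 16, plain background subtraction, 2 groups only and the trend and robust setting. Among the granule genes that the paper places between NN and TAN in G-MDSC, Mmp8, Camp and Mmp9 fell in G-MDSC relative to NN, while Ltf, Lcn2, Itgam and Pglyrp1 were not called (-0.33, -0.03, -0.47 and -0.19). Ltf was called with median scaling, 2 groups only, array weights and TAN 3 as the only TAN, Pglyrp1 with the last 3 of these settings, and Itgam with the background level as a block. Table 3 marks peroxidases alike in NN and G-MDSC, and the list was called lower in G-MDSC (adjusted p = 5.9e-04), but not with an estimated correlation (0.107).

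NADPH oxidase genes are described as not significantly changed, with a trend to lower levels of several of them in TAN. Table 3 grades the complex lower in G-MDSC and TAN than in NN. In the same direction, the list was called lower in TAN than in NN (camera adjusted p = 0.00789), but not with an estimated correlation (0.0566). In G-MDSC relative to NN it was called lower only with fry, 2 groups only, TAN 3 as the only TAN and within the arrays of high background (adjusted p = 0.0192). Toll-like receptor genes are described as not raised in TAN as a group, and the list was called higher in TAN than in NN, a call lost with an estimated correlation, the mean over probes, array weights, without TAN 3 and without TAN 3 and G-MDSC 1. Protein kinase C genes are described as unchanged, and Prkcb fell by 1.88 (standard error 0.12, adjusted p = 2.5e-09) in TAN relative to NN, while the list was not called (0.128) except with fry.

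All BH3-only genes are described as higher in G-MDSC, and Bcl2l11 was not called (log2 fold change 0.87 (standard error 0.35, adjusted p = 0.0622)), while Bid, Pmaip1 and Bbc3 of the paper's list rose. Bcl2l11 was called with median scaling, 2 groups only, array weights, TAN 3 as the only TAN and within the arrays of high background (log2 fold change 1.12, adjusted p = 7.5e-04). Every G-MDSC lay above every NN in it, and 2 of its 4 probes were called. The extrinsic pathway is described as without a common direction, and the list was called higher in G-MDSC than in NN (adjusted p = 0.00458). Table 3 marks NF-kB anti-apoptotic genes highest in NN, while the text of the paper has several of them raised in TAN. The list was called higher than in NN in G-MDSC (adjusted p = 4.6e-07) and in TAN (0.00492), the latter not with an estimated correlation. Ier3 and Gadd45b of the list are also immediate early and stress genes, whose rise relative to NN cannot be told apart from an effect of preparation. For BCL-2A1, raised in TAN against both other groups in the paper, Bcl2a1d had a log2 fold change of 0.53 (standard error 0.34, adjusted p = 0.195) relative to G-MDSC, and only TAN 3 as the only TAN made the call (2.06).

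The paper names Cd1d1 among presentation genes raised in G-MDSC and has the same gene groups raised in TAN and alike in TAN and G-MDSC. Here Cd1d1 had a log2 fold change of 0.13 (standard error 0.10, adjusted p = 0.290) in TAN relative to NN and fell by 1.05 (standard error 0.11, adjusted p = 1.7e-06) relative to G-MDSC. The list of MHC class I presentation was not called higher in TAN than in NN with all 4 TAN (adjusted p = 0.842) and was with TAN 3 as the only TAN (1.9e-04), while without TAN 3 and G-MDSC 1 it was called lower in TAN. Interleukin 1α is listed among cytokines raised in both populations, and Il1a had a log2 fold change of 0.05 (standard error 0.25, adjusted p = 0.902) in G-MDSC. Cxcr4 is described as lower in spleen and tumor neutrophils, and its log2 fold change in G-MDSC was -0.43 (standard error 0.19, adjusted p = 0.0890), called only with array weights. Cxcr2 is described as not evaluated, and kept probes for it were found here. The paper ranks 3 chemokines among the top 5 genes of G-MDSC, and 2 of the top 5 were chemokines here (Cxcl2 and Ccl3), Ccl4 coming next after Ccrl2. Fosb, above background in 3 of 7 NN, also stands at the top of the paper's Table S1. There Ccl4 comes before Egr1 and Ccrl2, while here it follows both. The rises of Ccrl2 and Ccl4 were close, at 43.7-fold and 41.8-fold.

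The paper's filter leaves 12129 informative probes, and 16317 were kept here without a detection p. With detection in 4 samples 15893 were kept, the lowest number of any alternative. The paper counts 25 chemokines on the array, and 28 were measured here. Tables S1 to S3 hold 14 entries each, of which 13, 14 and 13 were matched by symbol. The group means in Tables S1 and S3 equal the means of the authors' value table, within 1 unit of signal, for 13 of 13 matched genes in each, and those of Table S2 for 0 of 14.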

Other observations

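Tests with TAN 3 alone and with the background level as a block were chosen after the arrays had been seen. Brackets after a list hold its median log2 fold change, the members up and down when adjusted over the list alone, camera's adjusted p and, where the call differs, the adjusted p with an estimated correlation.

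Energy genes differed between TAN and G-MDSC. Of 37 genes of oxidative phosphorylation, none rose and 18 fell (median -0.32, 0 and 19, 0.00179, then 0.243) in G-MDSC relative to NN, 19 rose and 6 fell (median 0.38, 20 and 6, 0.128) in TAN relative to NN, and 26 rose and 2 fell (median 0.65, 26 and 3, 6.8e-04, then 0.207) in TAN relative to G-MDSC. With median scaling the call in G-MDSC was lost (adjusted p = 0.202). Atp5g1, a subunit of the ATP synthase, rose by 2.34 (standard error 0.19, adjusted p = 7.1e-08) in TAN relative to G-MDSC and Ndufv1, a subunit of complex I, by 1.48 (standard error 0.14, adjusted p = 3.5e-07). In G-MDSC relative to NN, Uqcrb of complex III fell by 1.08 (standard error 0.11, adjusted p = 1.3e-06). Of 28 genes of glycolysis and hypoxia, 7 rose and 7 fell (median 0.01, 7 and 8, 0.971) in G-MDSC relative to NN and 21 rose and 5 fell (median 1.08, 21 and 5, 2.6e-04) in TAN relative to G-MDSC. Egln3, a HIF target, rose by 3.34 (standard error 0.13, adjusted p = 2.3e-11) between these, and the glycolytic Pfkp fell by 1.79 (standard error 0.54, adjusted p = 0.00961), a call lost with the background level as a block (adjusted p = 0.162) and with only the 2 groups compared. The log2 fold change of Pfkp was -2.61 without TAN 3 and 0.60 with TAN 3 as the only TAN. Of 13 genes of cholesterol synthesis, 1 rose and 6 fell (median -0.25, 1 and 6, 0.0145, then 0.165) in G-MDSC relative to NN, 6 rose and 1 fell (median 0.29, 6 and 1, 0.311) in TAN relative to NN and 9 rose and none fell (median 0.94, 9 and 1, 0.0119, then 0.152) in TAN relative to G-MDSC. Stard4, a sterol carrier, fell by 1.68 (standard error 0.18, adjusted p = 1.9e-06) in G-MDSC and in TAN relative to G-MDSC rose by 2.59 (standard error 0.20, adjusted p = 7.1e-08). Against the list, Insig1, which holds back sterol synthesis, rose by 0.61 (standard error 0.14, adjusted p = 0.00308) in G-MDSC, though not with the background level as a block (adjusted p = 0.207) or within the arrays of high background (0.219).

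Lysosomal genes rose in TAN, while in G-MDSC 11 of 25 did, and stress genes rose in part. Of 25 lysosomal genes, 11 rose and 3 fell (median 0.29, 12 and 3, 0.0468, then 0.193) in G-MDSC relative to NN and 18 rose and 1 fell (median 0.78, 18 and 1, 2.6e-04) in TAN relative to NN. The call in G-MDSC was lost without NN 2, NN 5, G-MDSC 2, G-MDSC 4, TAN 1 or TAN 3 (adjusted p from 0.0506 to 0.0603), with the background level as a block (0.0710), within the arrays of high background (0.0593), with plain background subtraction and in the authors' value table. Ctsz and Ctss, cathepsin genes, rose by 4.01 (standard error 0.13, adjusted p = 4.9e-13) and 3.78 (standard error 0.16, adjusted p = 1.5e-11) in TAN. The macrophage markers, which share Lgmn with this list, moved with it in TAN, 15 of 20 rising and none falling relative to NN. Of 18 genes of the unfolded protein response, 10 rose and 1 fell (median 0.61, 10 and 1, 0.00508) in G-MDSC relative to NN, 9 rose and 3 fell (median 0.42, 9 and 3, 0.177) in TAN relative to NN and 5 rose and 6 fell (median -0.19, 5 and 6, 0.706) between TAN and G-MDSC. It was called in TAN relative to NN with TAN 3 as the only TAN (adjusted p = 0.0309). Dnajb9, a chaperone partner gene of the endoplasmic reticulum, rose by 1.95 (standard error 0.18, adjusted p = 2.6e-07) in G-MDSC, and the amino acid gene Asns fell by 1.12 (standard error 0.13, adjusted p = 3.0e-06). Of 13 heat shock genes, 2 rose and none fell (median 0.22, 2 and 0, 0.0824) in G-MDSC relative to NN, 11 rose and none fell (median 0.95, 11 and 0, 0.00464, then 0.339) in TAN relative to NN and 7 rose and 1 fell (median 0.61, 8 and 1, 0.0567) between TAN and G-MDSC. The mitochondrial chaperone gene Hspe1 rose by 2.61 (standard error 0.25, adjusted p = 2.3e-07) in TAN. The list was also called without G-MDSC 2 or G-MDSC 3 (adjusted p from 0.0356 to 0.0421) in G-MDSC relative to NN, and in TAN relative to G-MDSC without G-MDSC 1 (adjusted p = 0.00662), with the background level as a block (0.0305), median scaling (0.0465), array weights, trended and robust empirical Bayes and replicate number as a block. Of 33 ribosomal protein genes, 3 rose and none fell (median 0.16, 1 and 0, 0.164) in G-MDSC relative to NN, 21 rose and 4 fell (median 0.47, 21 and 4, 0.0336, then 0.597) in TAN relative to NN and 16 rose and 4 fell (median 0.37, 17 and 4, 0.158) in TAN relative to G-MDSC. The call in TAN was lost without TAN 3 (adjusted p = 0.218) and with array weights, one against G-MDSC was made without G-MDSC 1 (adjusted p = 0.0180) and with TAN 3 as the only TAN (0.0133), and one in G-MDSC with median scaling (0.00216).

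Interferon and early response genes rose in TAN. Of 26 interferon response genes, 22 rose and 2 fell (median 2.12, 22 and 2, 1.9e-06, then 0.189) in TAN relative to NN and 13 rose and 4 fell (median 0.52, 13 and 4, 0.109) in TAN relative to G-MDSC, where the list was also called without G-MDSC 4 or TAN 4 (adjusted p from 0.0123 to 0.0284), with the background level as a block (0.0295) and with TAN 3 as the only TAN (6.6e-04). Of 27 immediate early and stress genes, 25 rose and none fell (median 2.12, 25 and 0, 1.9e-08, then 0.0584) in TAN relative to NN and 9 rose and 5 fell (median -0.05, 9 and 5, 0.883) between TAN and G-MDSC. Tumors and spleens were digested and marrow was not, so that the rise of these genes cannot be told apart from an effect of preparation. Of 32 cell cycle genes, none rose and 23 fell (median -0.84, 0 and 24, 9.2e-08, then 0.119) in TAN relative to NN and 19 rose and 2 fell (median 0.88, 19 and 2, 0.0180, then 0.491) in TAN relative to G-MDSC. Of 7 co-stimulation genes, 6 rose and none fell (median 2.28, 6 and 0, 5.1e-04) in TAN relative to NN. Of 16 genes of chemokine and trafficking receptors, 8 rose and 1 fell (median 0.82, 9 and 1, 0.00403, then 0.0776) in G-MDSC relative to NN and 7 rose and 8 fell (median -0.05, 7 and 8, 0.796) in TAN relative to NN.

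Lists of the neutrophil machinery were also compared where the paper makes no claim. For actin and cytoskeleton (37 genes), 6 rose and 15 fell (median -0.27, 7 and 15, 0.115) in G-MDSC relative to NN, called lower within the arrays of high background (adjusted p = 0.0331), and for fMLP and ERK signalling (28 genes), 4 rose and 8 fell (median -0.12, 4 and 8, 0.564). Between TAN and G-MDSC, 6 rose and 7 fell (median -0.45, 6 and 7, 0.925) of 14 peroxidases, none rose and 4 fell (median -0.36, 0 and 4, 0.0492, then 0.129) of 8 genes of the NADPH oxidase, 5 rose and 4 fell (median -0.31, 5 and 5, 0.835) of 14 genes of primary granules, 3 rose and 7 fell (median -0.41, 3 and 7, 0.0311, then 0.104) of 13 of tertiary granules and none rose and 2 fell (median -0.21, 0 and 2, 0.0808) of 6 BH3-only genes. The call of the NADPH oxidase was lost without NN 1, NN 2, NN 3, NN 4, NN 5, NN 6, NN 7, G-MDSC 2, G-MDSC 3, G-MDSC 4 or TAN 2 (adjusted p from 0.0505 to 0.0636), with the background level as a block (0.122), with TAN 3 as the only TAN (0.129), with median scaling (0.0581), and with the mean over probes, plain background subtraction, detection in 4 samples, only the 2 groups compared and replicate number as a block. That of the tertiary granules was lost without TAN 4 (adjusted p = 0.0522) and with TAN 3 as the only TAN (0.152). The BH3-only genes were called lower with the background level as a block (adjusted p = 0.0284) and with median scaling (0.0428).

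Neutrophil markers fell in TAN. Of 20 markers, 5 rose and 7 fell (median -0.24, 6 and 7, 0.365) in G-MDSC relative to NN, 3 rose and 13 fell (median -1.25, 3 and 13, 8.1e-05) in TAN relative to NN and 1 rose and 14 fell (median -1.34, 2 and 14, 1.7e-05) in TAN relative to G-MDSC. Of 16 markers of neutrophil precursors, none rose and 15 fell (median -4.12, 0 and 15, 4.7e-09) in TAN relative to NN and none rose and 8 fell (median -0.75, 0 and 8, 4.9e-04, then 0.123) relative to G-MDSC. Of 12 erythroid markers, none rose and 12 fell (median -3.37, 0 and 12, 8.5e-10) and 1 rose and 5 fell (median -0.00, 1 and 5, 0.163) in the same comparisons, and of 14 markers of megakaryocytes and platelets, 1 rose and 9 fell (median -1.40, 1 and 9, 1.6e-04, then 0.149) and 5 rose and 2 fell (median 0.07, 5 and 2, 0.817). Of 14 markers of eosinophils, basophils and mast cells, none rose and 11 fell (median -1.10, 0 and 11, 9.0e-06, then 0.0737) in G-MDSC relative to NN, 2 rose and 10 fell (median -1.12, 2 and 10, 0.00102, then 0.152) in TAN relative to NN and 2 rose and 4 fell (median -0.19, 2 and 4, 0.331) between TAN and G-MDSC. Of 12 endothelial markers, none rose and 10 fell (median -0.90, 0 and 10, 6.2e-04, then 0.228), 1 rose and 8 fell (median -0.74, 1 and 8, 0.0112, then 0.390) and 4 rose and 1 fell (median 0.15, 4 and 1, 0.890) in the same order. Of these endothelial markers, 11 were above background in every NN, and the call in TAN relative to NN was lost with TAN 3 as the only TAN (adjusted p = 0.106). Egfl7 and Esam of this list fell by 2.12 (standard error 0.19, adjusted p = 2.8e-07) and 1.98 (standard error 0.26, adjusted p = 1.3e-05) in G-MDSC, and Egfl7 was above background in 2 of 4 G-MDSC.

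Of 20 macrophage markers, 6 rose and 2 fell (median 0.04, 6 and 3, 0.477) in G-MDSC relative to NN, 15 rose and none fell (median 2.71, 15 and 1, 2.0e-05, then 0.136) in TAN relative to NN and 15 rose and none fell (median 2.34, 15 and 0, 3.7e-06, then 0.108) in TAN relative to G-MDSC. Trem2 and Ms4a7 rose by 5.18 (standard error 0.12, adjusted p = 1.8e-14) and 3.75 (standard error 0.21, adjusted p = 3.3e-10) in TAN relative to NN. Of 7 monocyte markers, 4 rose and 1 fell (median 1.01, 5 and 1, 0.0160, then 0.189), 4 rose and 2 fell (median 1.53, 4 and 2, 0.376) and 3 rose and 3 fell (median -0.22, 3 and 3, 0.886) in the same order. The call in G-MDSC was lost within the arrays of high background (adjusted p = 0.0680). Klf4, a factor of monocyte development, rose by 2.84 (standard error 0.32, adjusted p = 2.7e-06) in G-MDSC, and Ly6c1 fell by 2.34 (standard error 0.55, adjusted p = 0.00298), though not with the background level as a block (adjusted p = 0.0563). Of 12 dendritic cell markers, 7 rose and none fell (median 0.63, 8 and 0, 0.00278, then 0.0669), 7 rose and none fell (median 0.82, 8 and 0, 0.0628) and 3 rose and 1 fell (median 0.08, 3 and 1, 0.925), and the list was called in TAN relative to NN without G-MDSC 1 or TAN 1 (adjusted p from 0.0236 to 0.0493), within the arrays of low background (0.0214), and with plain background subtraction, detection in 4 samples and only the 2 groups compared. Of 18 genes of alternatively activated and suppressive myeloid cells, 3 rose and 5 fell (median 0.04, 3 and 5, 0.867), 10 rose and 3 fell (median 0.85, 10 and 3, 0.0803) and 11 rose and 3 fell (median 1.08, 12 and 3, 0.0107, then 0.0551). The last call was lost without TAN 3 (adjusted p = 0.0545) and with array weights, and one in TAN relative to NN was made without TAN 1 (adjusted p = 0.0457), with median scaling (0.0433) and with TAN 3 as the only TAN (0.00254). Stab1, a scavenger receptor gene, rose by 4.01 (standard error 0.20, adjusted p = 4.6e-10) in TAN relative to G-MDSC, and Chil3 and Tgfb1 fell by 3.05 (standard error 0.31, adjusted p = 8.2e-07) and 1.68 (standard error 0.44, adjusted p = 0.00385). The log2 fold change of Tgfb1 was -2.29 without TAN 3 and 0.14 with TAN 3 as the only TAN.

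Of 12 B cell markers, none rose and 1 fell (median -0.08, 0 and 1, 0.971) in G-MDSC relative to NN, none rose and 6 fell (median -0.46, 0 and 6, 0.0473, then 0.621) in TAN relative to NN and none rose and 5 fell (median -0.77, 0 and 4, 0.0199, then 0.578) in TAN relative to G-MDSC. The list was called lower in G-MDSC without G-MDSC 1 (adjusted p = 0.0106). Its call in TAN relative to NN was lost without NN 1, NN 2, NN 3, NN 6, TAN 3 or TAN 4 (adjusted p from 0.0516 to 0.0911), with the background level as a block (0.0501), with TAN 3 as the only TAN (0.0857), and with fry, the mean over probes, no background correction, the authors' value table and detection in 4 samples. That relative to G-MDSC was lost without G-MDSC 1 or TAN 3 (adjusted p from 0.0534 to 0.0820), with TAN 3 as the only TAN (0.0547), and with fry and array weights. Of 16 T and NK cell markers, 3 rose and 1 fell (median 0.44, 3 and 1, 0.180), 3 rose and 2 fell (median 0.04, 2 and 1, 0.761) and none rose and 3 fell (median -0.39, 0 and 1, 0.110) in the same order, and the list was called lower in TAN than in G-MDSC without G-MDSC 2, G-MDSC 3 or G-MDSC 4 (adjusted p from 0.0484 to 0.0492). Of 14 markers of fibroblasts and stroma, 8 rose and 2 fell (median 0.78, 8 and 2, 0.307) in TAN relative to NN and 8 rose and none fell (median 0.77, 8 and 0, 0.0107, then 0.152) relative to G-MDSC. Bgn, a matrix proteoglycan gene, rose by 2.84 (standard error 0.30, adjusted p = 1.4e-06) relative to G-MDSC, of which 3 of 4 were above background. Of 13 markers of tumor and epithelium, 1 rose and 4 fell (median -0.23, 1 and 4, 0.120), 7 rose and 3 fell (median 0.96, 7 and 3, 0.180) and 9 rose and none fell (median 1.28, 9 and 1, 0.00385, then 0.193) in the 3 comparisons, and the keratin gene Krt8 rose by 5.00 (standard error 0.20, adjusted p = 4.0e-11) in TAN relative to G-MDSC, of which 1 of 4 was above background.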
